# Genome-wide changes accompanying the knockdown of Ep-CAM in retinoblastoma

**Published:** 2010-05-11

**Authors:** Moutushy Mitra, Mallikarjuna Kandalam, Rama Shanker Verma, Krishnan UmaMaheswari, Subramanian Krishnakumar

## Abstract

**Purpose:**

Previously we showed that epithelial cell adhesion molecule (Ep-CAM), a cell surface molecule, was highly expressed in primary retinoblastoma tumors. In the present study, we studied the genes regulated by Ep-CAM in a retinoblastoma Y79 cell line in vitro using a combination of short interference RNA and microarray technology.

**Methods:**

Flow cytometry, quantitative reverse transcriptase PCR (Q-RT–PCR), and immunohistochemistry were performed to confirm the Ep-CAM re-expression in the Y79 cells treated with 5′-azacytidine (AZC). Ep-CAM expression in AZC-treated Y79 cells was silenced using synthetic anti-Ep-CAM short interference RNA, and whole genome microarray was performed to determine the gene expression changes post Ep-CAM knockdown. Ep-CAM inhibition was confirmed by Q-RT–PCR, western blotting, and immunofluorescence.

**Results:**

Ep-CAM expression was significantly restored in Y79 cells on day 5 of AZC treatment. Ep-CAM inhibition significantly affected Y79 cell proliferation. We identified 465 upregulated genes (≥1.0 fold) and 205 downregulated genes (≤0.5 fold) in response to knockdown of Ep-CAM. These genes regulate several aspects of tumor function, including cell survival/proliferation, DNA replication/transcription, apoptosis, and angiogenesis. Quantitative pathway analysis using Biointerpreter further revealed that the most pronounced effect of Ep-CAM knockdown was deregulation of pathways that include mitogen-activated protein kinase (MAP) kinase and tumor protein 53 (P53) pathways. Real-time Q-RT–PCR confirmed microarray gene expression changes for selected genes.

**Conclusions:**

Ep-CAM silencing significantly decreases Y79 cell proliferation and revealed a wide network of deregulated pathways in vitro. Future studies targeting Ep-CAM gene expression in vivo will help to delineate the mechanisms associated with Ep-CAM gene function in neoplastic transformation and define the potential for Ep-CAM-based molecular intervention in retinoblastoma patients.

## Introduction

Retinoblastoma (RB) is the most common intraocular malignancy in children [1]. For many years retinoblastoma confined to the eye has been a curable disease with local therapy, such as enucleation, external beam irradiation, brachytherapy, cryotherapy, or laser coagulation [2]. In contrast, systemic disease is difficult to cure, although it usually responds to chemotherapy [3–5]. The advent of short interfering (si)RNA might prove a useful addition to, or a substitute for, conventional treatment modalities. Previously we demonstrated the expression of epithelial cell adhesion molecule (Ep-CAM) in RB tumor tissues, and the tumors with choroidal invasion/optic nerve invasion showed significantly higher expression of Ep-CAM [6]. Ep-CAM is a 40,000 MW type I transmembrane glycoprotein that consists of two epidermal growth factor-like extracellular domains, a cysteine-poor region, a transmembrane domain, and a short cytoplasmic tail. Ep-CAM is overexpressed in various epithelial cancers [7] and is an ideal therapeutic target because of the following reasons: (a) overexpression in cancer cells versus noncancerous cells, (b) apical expression in cancer cells and basolateral expression in normal epithelial cells [8], and (c) not shed into the circulation [9]. For these reasons Ep-CAM has gained interest as a potential therapeutic target and an attractive candidate tumor-associated antigen to serve as a target for antibody-based immunotherapy [10,11]. There is evidence that Ep-CAM expression levels correlate with proliferative activity and contribute to neoplastic transformation [12,13]. These data suggest that Ep-CAM is a potential target for molecular intervention and that it requires further investigation.

To define the mechanisms associated with Ep-CAM gene silencing, we investigated the effect of Ep-CAM siRNA treatment on the whole genome expression by microarray technology.

## Methods

### Cell lines and cell culture

Y79 was obtained from the American Type Culture Collection (Manassas, VA). Media and fetal bovine serum (FBS) were purchased from Gibco-BRL (Rockville, MD). Y79 was cultured in Rosewell Park Memorial Institute (RPMI; Gibco-BRL) 1640 supplemented with 10% heat-inactivated fetal calf serum, 0.1% ciprofloxacin, 2 mM L-glutamine, 1 mM sodium pyruvate, and 4.5% dextrose and grown in suspension at 37 °C in a 5% CO_2_-humidified incubator. The study adhered to the Declaration of Helsinki. This study was conducted at the Medical Research Foundation and Vision Research Foundation, Sankara Nethralaya, India, and was approved by the Vision Research Foundation ethics boards.

### Re-expression of epithelial cell adhesion molecule by 5′-azacytidine

Approximately 1×10^5^ Y79 cells were incubated in culture medium with and without 5′-azacytidine (AZC) at a final concentration of 5 µM, with medium changes every day for 5 days. After day 5, the Y79 cells were withdrawn from AZC exposure and subsequently passaged for 30 days in complete medium. Cells were harvested on days 5, 8, 10, 15, and 20 for extraction of total RNA and were tested for Ep-CAM gene expression, using real-time PCR. Also, 1x10^5^ cells were harvested on days 5, 8, 10, and 15 and analyzed for Ep-CAM protein expression, using fluorescence-activated cell sorting.

### RNA interference

Gene silencing of Ep-CAM expression was performed essentially as described previously using sequence-specific siRNA and transfection reagents [14]. For each well of cells, 200 nm of siRNA and 12 µl of Hi-perfect transfection reagent was mixed with 88 µl of serum free RPMI medium in a vial and incubated for 5–10 min at room temperature (RT) to allow the transfection complex formation. Then the complex was added drop-wise to the wells containing Y79 cells and the plate was gently swirled to ensure the uniform distribution of the transfection complex. The plates were incubated further for 6 h in a CO_2_ incubator at 37 °C. After 4 h of incubation, 400 µl of complete RPMI medium was added to the wells and incubated further for 24–72 h. Briefly, 1x10^5^ cells were plated in each well of six-well plates and allowed to grow for 24–36 h (until they were 40%–60% confluent). siRNA was then transfected into cells at a concentration of 200 nM using Hi-Perfect transfection reagent (Qiagen, Santa Clara, CA) and serum-free medium. After 4 h of incubation, serum-rich medium was added. Human Ep-CAM siRNA (Hs_TACSTD1_10; catalog number SI04343416; Forward strand: GGA ACU CAA UGC AUA ACU Att and the reverse strand: UAG UUA UGC AUU GAG UUC Cct) and scrambled siRNA (catalog number 1022563) were used in this study.

### Epithelial cell adhesion molecule relative RNA quantification by real-time quantitative reverse transcriptase PCR

To quantify RNA expression of Ep-CAM in untreated or AZC-treated Y79 cell lines and untreated or siRNA-treated Y79 cells, RNA was extracted by the guanidine isothiocyanate and chloroform method (TRI Reagent; Sigma-Aldrich, Bangalore, India). Cells were harvested from cultures and collected in RNase free vials. To the pellet, one ml of trizol reagent (Sigma-Aldrich) was added and vortexed for 2 min and incubated at room temperature for 5 min. Later, 0.5 ml of chloroform was added to the solution and shook well for 15 s and centrifuged. The aqueous layer that contains RNA was transferred to new vials and 0.5 ml of isopropanol was added and incubated at room temperature for 10 min. After centrifugation, supernatant was discarded and 0.5 ml of 75% ethanol was added and mixed well, centrifuged and supernatant was discarded. Pellet was air dried at RT for 2 min and reconstituted in 25 µl of RNase free water. All the centrifugations in RNA extraction was performed at 15,000× g for 10 min at 4 °C. All RNA samples were treated with DNase (Turbo; Ambion, Genetix Biotech Asia Pvt. Ltd., Chennai, India). For all samples, 1 μg of total RNA was used to synthesize first-strand cDNA with reverse transcriptase (SuperScript II; Invitrogen, Joyvel, Chennai, India) and random primers. The cDNA synthesis was performed at 37 °C for 60 min after heat inactivation at 95 °C for 10 min. Gene expression assays for *Ep-CAM* (Hs00158980_m1) and two endogenous controls, Glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*; Hs99999905_ml) and *HPRT* (Hs99999909_m1), were obtained from Applied Biosystems (LabIndia, Chennai, India). The primer sequences used for Q-RT–PCR are as follows: Homo sapiens proliferating cell nuclear antigen (*PCNA)*: forward primer (FP) 5′- CAG GGC TCC ATC CTC AAG AA-3′, reverse primer (RP) 5′-TCT TCA TTG CCG GCG CAT T-3′; *FOS*: FP 5′-CAG CGA GCA ACT GAG AAG CC-3′, RP 5′-CGC TGT GAA GCA GAG CTG G-3′; *JUN*: FP 5′-CAA AGT TTG GAT TGC ATC AAG TG-3′, RP 5′-TAA CAT TAT AAA TGG TCA CAG CAC ATG-3′; *DRAM*: FP 5′-ATG GTC ATC TCT GCC GTT TC-3′, RP 5′-AAA GGC CAC TGT CCA TTC AC-3′; *CCND3*: FP 5′-TGG ATG CTG GAG GTA TGT G-3′, RP 5′-CGT GGT CGG TGT AGA TGC-3′. Quantification of gene expression was performed in triplicate in a 20 μl volume in 96-well plates on a real-time PCR system (Prism 7300; ABI, Lab India Instruments, Gurgaon, India). Each reaction included 1× primer probe mix (*Taq*Man; ABI), 1× universal PCR master mix (*Taq*Man; ABI), and 100 ng of cDNA. The PCR was performed as follows: 2 min at 50 °C, 10 min at 95 °C, and 40 cycles of 15 s at 95 °C, plus 1 min at 60 °C. Commercial software (SDS ver. 1.3; ABI) was used to calculate ΔΔCt [15] relative expression values for *Ep-CAM* normalized to the *GAPDH* endogenous control.

### Immunocytochemistry

Untreated or siRNA-treated Y79 cells and untreated or AZC-Y79 cells were harvested, washed, and then fixed in 4% paraformaldehyde and processed for immunofluorescence, using anti-Ep-CAM mouse monoclonal antibody (Santa Cruz Biotechnology, Santa Cruz, CA) as the primary antibody at a dilution of 1:100 and incubating for 12 h at 4 °C. Fluorescein isothiocynanate (FITC)-labeled antimouse antibody was used as the secondary antibody. Incubation with the secondary antibody was for 30 min at 37 °C. Immunofluorescence staining was detected using an Axio Observer fluorescent microscope (Carl Zeiss, Berlin, Germany). Due to the lack of purified Ep-CAM protein, we could not use an adsorbed control reaction for the negative control. Instead, we used isotypic antibodies (normal mouse serum) as negative controls, both for untreated and AZC-treated Y79 cells, in the immunohistochemistry. For immunohistochemistry, Novolink Polymer kit (Leica Microsystems Inc., Bannockburn, IL) was used after primary antibody incubation for developing the reaction, and hematoxylin was used for counterstaining. Immunostaining was assessed based on intensity and was graded as 1+ (low), 2+ (moderate), and 3+ (strong).

### Flow cytometric analysis

Y79 cells were harvested, washed, and the cell number determined. Approximately 3x10^5^ cells/ml were resuspended in ice-cold phosphate buffered saline (PBS; 137 mM NaCl, 2.7 mM KCl, 10 mM sodium phosphate dibasic, 2 mM potassium phosphate monobasic and a pH of 7.4), 10% fetal calf serum, and 1% sodium azide. Mouse monoclonal primary antibody against Ep-CAM with a final dilution of 1:40 (C-10; Santa Cruz Biotechnology) was used and incubated for 2 h at 4 °C. After incubation, cells were washed three times (at 400× g for 5 min each) with ice-cold PBS. FITC-conjugated antimouse secondary antibody with a final dilution of 1:1,000 was used and incubated for 1 h at 4 °C in the dark. After incubation, cells were washed three times (centrifugation at 400× g for 5 min each) with ice-cold PBS. Cells were analyzed on a FACSCalibur flow cytometer (BD Biosciences, San Jose, CA), using the CellQuest software program (BD Biosciences). The fluorescence of FITC-stained cells was excited with an argon laser at 488 nm, and the emissions were detected at 530 nm.

### Dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) test for 5′-azacytidine cytotoxicity and EpCAM siRNA effect

Cultures were set up in triplicate and treated or not with 5 μM AZC for 24, 48, 72, 96, and 120 h. After 5 days of AZC treatment, the cells were washed with PBS and incubated with complete medium for 72 h. Then, siRNA (Qiagen, Santa Clara, CA) was added to the plates, and the cells were allowed to grow for 24, 48, or 72 h. At each time point, cells were checked visually for growth and proliferation. 3-(4,5-Dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT; Sigma, St Louis, MO) was then added to the wells, and the cells were incubated at 37 °C for 4 h. MTT solubilization solution (10% Triton X-100 in acidic isopropanol, 0.1 N HCl) was then added, and the cells were incubated overnight. Colorimetric measurements were made using a spectrophotometer (Beckman Coulter India Private Ltd, New Delhi, India) at 562 nm, and the background was subtracted at 650 nm.

### Western blot analysis

Cells were lysed in radioimmunoprecipitation assay lysis buffer for 15 min on ice. An aliquot (100 µg) of lysate was electrophoresed by 10% sodium dodecyl sulfate-polyacrylamide gel and blotted onto a nitrocellulose membrane. Membranes were blocked in 5% fat-free milk and then incubated separately with 1:500 diluted mouse monoclonal primary antibody against Ep-CAM (C-10) overnight at 4 °C. β-actin was used as a loading control (AC-15, dilution: 1:4,000; Sigma). After washing, membranes were incubated with horseradish peroxidase-conjugated antimouse gamma immunoglobulin (IgG) antibody (diluted to 1:2,000; Santa Cruz Biotechnology) for 1 h at room temperature. The bands were visualized using an enhanced chemiluminescence kit (Amersham, Pittsburgh, PA). Each experiment was performed in triplicate.

### Oligonucleotide arrays

Total RNA used for the microarray analysis was isolated from cultured cells using TRIZOL reagent (Invitrogen, Carlsbad, CA) and treated with TURBO DNase (Ambion, Genetix Biotech Asia Pvt. Ltd., New Delhi, India) to remove the DNA. The RNA samples (10 μg each) in a 50-μl reaction were treated with 1 μl of TURBO DNase (2 U) in 1× TURBO DNase buffer at 37 °C for 30 min. After incubation, the RNA sample was extracted with phenol/chloroform to inactivate TURBO DNase. Agilent's (Agilent Technologies Genotypic, Bangalore, India) Low RNA Input Linear Amplification Kit PLUS was used to generate fluorescent complementary RNA (cRNA). This method uses T7 RNA polymerase, which simultaneously amplifies target material and incorporates cyanine 3-labeled cytidine tri-phosphate (CTP). Qiagen’s RNeasy mini spin columns were used for purification of the amplified cRNA samples, and the samples were then hybridized to the Human Whole Genome 44K Oligo Microarray for 17 h at 65 °C, as recommended by the manufacturer (Agilent Technologies). Data analysis was done using Genespring GX version 10 (Agilent Technologies). Agilent Feature Extraction software (G25677AA; Agilent Technologies) was used to analyze the microarray data.

### Statistical analysis

The statistical analysis included the independent *t* test. Statistical analysis was performed using SPSS version 12.0 software (Chicago, IL). P values less than 0.05 were considered significant.

## Results

### Treatment of Y79 cells with 5′-azacytidine promoted an arrest of cell growth

Y79 cells were exposed to 5 μM AZC for 24, 48, 72, 96, and 120 h. We first examined whether AZC treatment affected the kinetics of cell growth by evaluating cell viability using the MTT assay. Cell viability kinetics were compared to those of control cells cultured in the absence of AZC. The data of the MTT assay are indicative of both viability and cell proliferation. Treatment with AZC greatly modified these data; around 80% of the number of metabolically active cells were observed on day 5 (Figure 1). This result is consistent with cell cycle arrest in Y79 cells.

**Figure 1:**
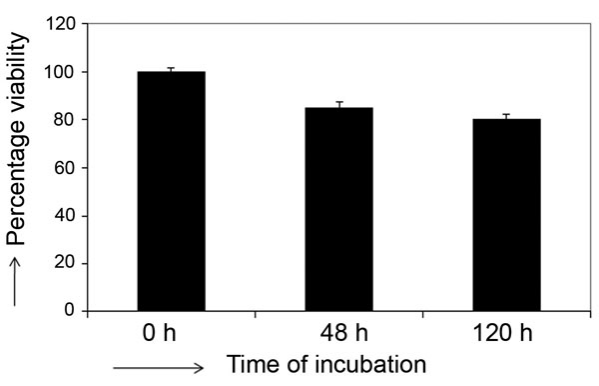
The effect of azacytidine (AZC) treatment on retinoblastoma Y79 cell survival for 5 days was determined by 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT assay).The bar diagram shows that 80% percent of Y79 cells were viable on 5th day of AZC treatment at 5 µM concentration. Error bar represents the standard deviation of triplicate values.

### Decreased expression of epithelial cell adhesion molecule in Y79 and its re-expression by 5′-azacytidine treatment

We previously have observed increased mRNA expression of *Ep-CAM* in RB primary tumors [6] compared to non-neoplastic retina (data not shown). In contrast to increased *Ep-CAM* expression in primary RB tumors, Y79 showed very faint to absent Ep-CAM protein expression by immunohistochemistry and real-time quantitative reverse transcriptase PCR (Q-RT–PCR). Based on earlier studies [16–19] and the presence of CpG island in the promoter region of *Ep-CAM*, we subjected the cell line to a demethylating agent to find out whether low expression of *Ep-CAM* is due to promoter methylation. In an attempt to re-express *Ep-CAM*, we exposed Y79 to AZC, as described in the methods. The flow cytometry analysis showed 47.73%, 44.2%, 42.96%, and 18.27% of Y79 cells positive for Ep-CAM on days 5, 8, 10, and 15 of AZC treatment, respectively (Figure 2A). On day 5, Y79 cells demonstrated strong membrane positivity for Ep-CAM by immunohistochemistry (Figure 2G). After day 5, Y79 cells were withdrawn from AZC exposure and subsequently passaged in the complete medium up to 30 days, and *Ep-CAM* mRNA expression was retained up to 21 days as follows: 210 fold, 132 fold, 56 fold, and 20-fold on days 8, 10, 15, and 20, respectively (Figure 2J). Thus, AZC treatment restored adequate *Ep-CAM* expression, which was sufficient to perform siRNA experiments in Y79 cells.

**Figure 2:**
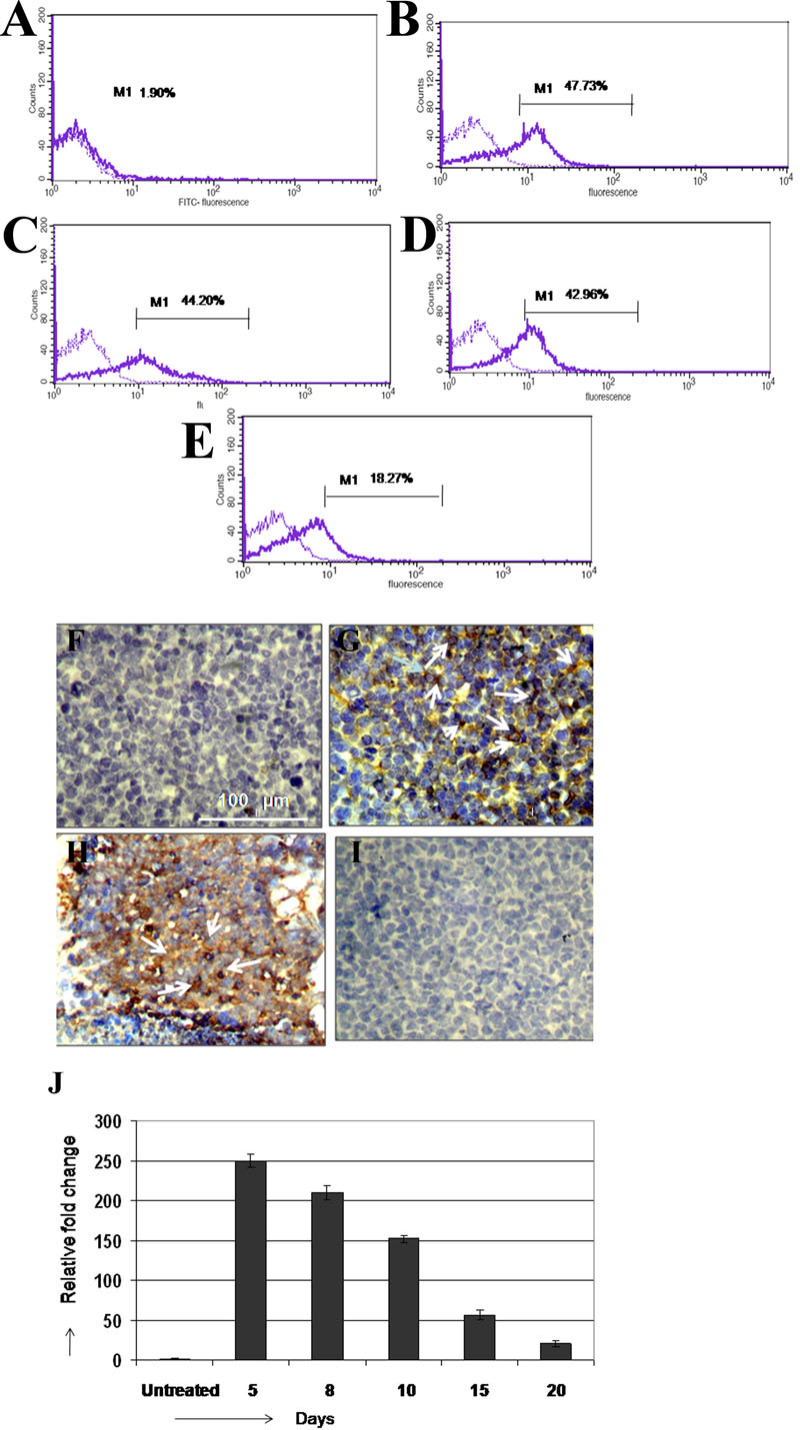
The retinoblastoma Y79 cell line was treated with 5 µM Azacytidine (AZC) and the epithelial cell adhesion molecule (Ep-CAM) expression was studied by flow cytometry analysis (FC), Immunohistochemistry (IHC) and real time quantitative reverse transcriptase polymerase chain reaction (Q-RT–PCR). **A-E**: M1 represents the EpCAM percentage positivity in the FC graphs (solid line). FC analysis demonstrated 47.73%, 44.2%, 42.96%, and 18.27% of Y79 cells positive for Ep-CAM on days 5, 8, 10, and 15 of AZC treatment, respectively. **F-I**: Immunohistchemistry pictures stained with Di-amino benzidine (DAB) and was counter stained with hematoxylin. All the pictures were captured at 20 times magnification. EpCAM was not stained in Y79 cells not treated with AZC (**F**); Strong membrane positive expression of Ep-CAM was seen in Y79 cells treated AZC on 5th day (**G**); Strong membrane positivity of Ep-CAM in the retinoblastoma primary tumor represented as positive control (**H**); Y79 cells were stained negative when isotypic antibodies were used as the negative control (**I**). Q-RT–PCR shows the mRNA expression of Ep-CAM in Y79 cells after 5 days of AZC treatment (**J**). After day 5, Y79 cells were withdrawn from AZC exposure and subsequently passaged in the complete medium up to 30 days, and Ep-CAM mRNA expression was retained up to 21 days as follows: 210-fold, 132-fold, 56-fold, and 20-fold on days 8, 10, 15, and 20 days, respectively. The error bars represents the standard deviation of triplicate values (**J**).

### EpCAM siRNA treatment decreases proliferation of Y79 cell line

To determine whether *Ep-CAM* is a potential target for RB gene therapy, the Y79 cell line was treated with *Ep-CAM*-specific siRNA as well as with scrambled siRNA. The scrambled siRNA served as a control for nonspecific effects of siRNA treatment on cell growth. Ep-CAM protein expression, mRNA levels, and cell viability were determined at 24, 48, and 72 h using immunofluorescence (Figure 3A-E), real-time RT–PCR (Figure 4), and MTT assay (Figure 5), respectively. The data show that *Ep-CAM* siRNA treatment results in 12–13 fold decrease in *Ep-CAM* gene expression in the Y79 cell line compared with untreated and scrambled siRNA-treated Y79 cells at 48 h. Scrambled siRNA treatment had no effect on *Ep-CAM* mRNA levels, thus supporting the specificity of the *Ep-CAM* siRNA. Similarly, western blot analysis showed marked decrease in Ep-CAM expression (3.5 fold downregulated when compared to untreated) at 48 h of *Ep-CAM* siRNA treatment, whereas no change was shown when treated with scrambled siRNA (Figure 3F). The *Ep-CAM* siRNA treatment effect was maximal at 48 h and attenuated by 72 h (consistent with the known transient effects of siRNA in mammalian cells). *Ep-CAM* siRNA treatment resulted in a significant decrease in cell proliferation by more than 50% at all time points.

**Figure 3:**
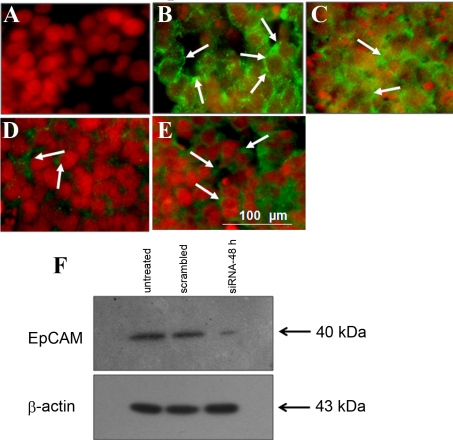
Effect of small interfering RNA on the expression of epithelial cell adhesion molecule in retinoblastoma Y79 cells in vitro. Immunofluorescence picture shows the negative staining without Epithelial cell adhesion molecule (Ep-CAM) antibody in Y79 cells representing as negative control (**A**); Immunofluorescence shows strong positivity (3+; white arrows) for Ep-CAM on day 8 post azacytidine treatment (**B**); After 24 h of short interfering (si)RNA treatment, Y79 cells showed moderate staining (2+; arrows) of Ep-CAM (**C**). After 48 h of siRNA treatment, Y79 cells showed dull staining (1+; arrows) of Ep-CAM (**D**). After 72 h of siRNA treatment, Y79 cells gain Ep-CAM expression (low to moderate intensity). **E**: western blot analysis demonstrates strong expression of Ep-CAM in Y79 cells that are si-RNA untreated (lane 1), strong expression in Y79 cells treated with scrambled siRNA (lane 2) and markedly reduced Ep-CAM expression in Y79 cells treated with Ep-CAM-siRNA (**F**; lane 3).

**Figure 4:**
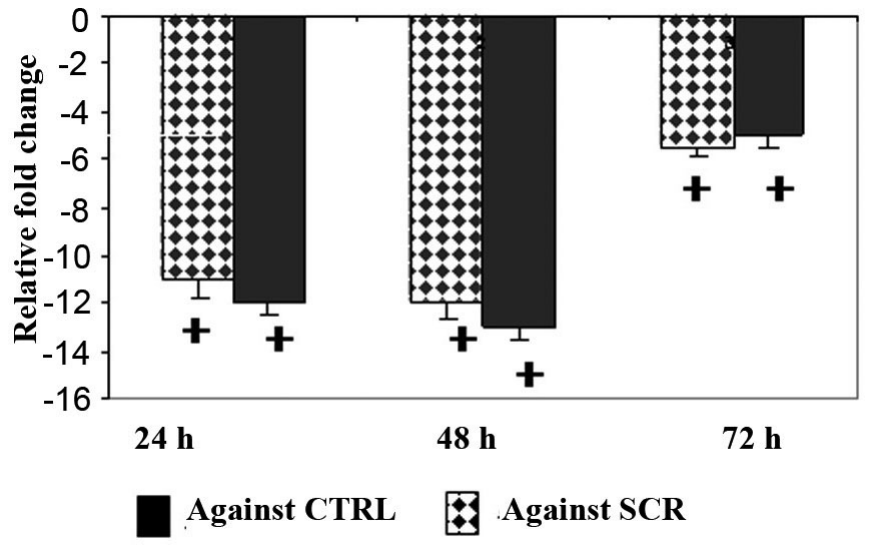
Epithelial cell adhesion molecule- short interfering RNA treatment decreases the mRNA expression of epithelial cell adhesion molecule in Y79 cells. The mRNA levels of Epithelial cell adhesion molecule (Ep-CAM) in Y79 cells treated with Ep-CAM- short interfering (si)RNA was decreased by 11-fold (p<0.001), 12-fold (p<0.001) and 5.5 fold (p<0.01) at 24, 48, and 72 h respectively when compared with Ep-CAM mRNA levels in Y79 cells treated with scrambled (SCR) siRNA (dotted bars). The mRNA levels of Ep-CAM in Y79 cells treated with Ep-CAM-siRNA was decreased by 11-fold (p<0.001), 12-fold (p<0.001) and fivefold (p<0.01) at 24, 48, and 72 h, respectively, when compared with Ep-CAM mRNA levels in control (CTRL) Y79 cells (solid bars). The error bars represents the standard deviation of triplicate values and the statistical analysis was performed using independent *t*-test.

**Figure 5:**
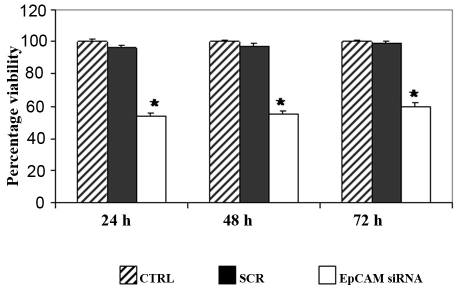
epithelial cell adhesion molecule short interfering RNA treatment decreases the cell proliferation of Y79 cells. The Y79 cells were treated with epithelial cell adhesion molecule epithelial cell adhesion molecule epithelial cell adhesion molecule (Ep-CAM) short interfering (si)RNA and the cell proliferation was assessed at 24, 48, and 72 h using 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) assay. The viability of Y79 cells was 54% (p<0.01), 55% p<0.01) and 60% (p<0.01) at 24, 48, and 72 h of siRNA treatment respectively when compared to Y79 cells that were not treated with siRNA. The error bars represents the standard deviation of triplicate values and the statistical analysis was performed using independent *t*-test.

### cDNA microarray

*Ep-CAM* expression was decreased by 12–13 fold, which was minimum at 48 h after siRNA treatment; hence at this time point cells were harvested for microarray analysis. The genome-wide expression profile of *Ep-CAM* siRNA-treated AZC-Y79 cells against siRNA-untreated AZC-Y79 was analyzed to investigate the molecules involved in Ep-CAM signaling. 

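The data behind the expression profile were 2 one-color oligonucleotide arrays. One array was hybridized with RNA from siRNA-untreated Y79 cells, and one with RNA from Y79 cells harvested 48 h after treatment with 200 nM Ep-CAM siRNA. Y79 is an established human retinoblastoma cell line that grows in suspension. According to the paper, both cultures had been exposed to 5 µM AZC, a DNA demethylating agent, while the sample labels give only the siRNA treatment. Each array held 45015 spots, of which 43376 carried probes for transcripts and the rest were controls. These spots covered 41000 probes, 40736 of them printed once and 264 printed 10 times. The scanned images were converted by the authors into a processed signal per spot, which is its brightness after subtraction of the background in arbitrary units, without scaling between arrays. On the untreated array 30542 spots (70.4%) were well above background, and on the siRNA-treated array 29492 spots (68.0%). The scanner saturated on 73 and 53 spots, and 117 and 131 spots were marked as outliers and left out. Each array was then divided by its 50th percentile over the transcript probes, which was 48.8 on the untreated and 50.0 on the siRNA-treated array. This is the scaling that the processing text of the series describes, while the paper names the Feature Extraction and GeneSpring software without a scaling. Signals below 0.01 were set to 0.01, and the spots of one probe were averaged on the log2 scale.
Each value is the log2 ratio of siRNA-treated over siRNA-untreated cells. A probe that was not well above background on one array has only a bound, given as "at least N-fold", in which its dim side is replaced by the lowest signal well above background on that array where that is higher. That lowest signal was 14.9 on the untreated and 17.5 on the siRNA-treated array. A probe dim on both arrays was given no ratio. Of the probes with a value, 26976 were measured on both arrays and 11580 were well above background on neither. Across the measured probes the log2 signals of the 2 arrays had a Pearson correlation of 0.986 (across genes, which are not independent replicates). There was 1 array per condition, so no ratio has a replicate check and no test between the conditions was made. The only spread that could be measured was technical. Across the repeated spots of 191 probes, the SD of the log2 ratio had a median of 0.14, which leaves out the variation between cultures. A gene of the paper's tables was read from the probes with the accession in the table and other genes from the probes with their symbol. Of several such probes the one with the highest mean signal over both arrays was used. Because the siRNA-treated array enters this mean, the choice leans toward probes that rise and away from probes that fall. Probe positions are those of the files, on human genome build hg17.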

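The arrays carried a single probe for Ep-CAM, listed under its older symbol TACSTD1, at chromosome 2 from 47525545 to 47525604. Its processed signal was 15.6 in siRNA-untreated and 12.0 in siRNA-treated cells, and it was not well above background on either array. No fold change of Ep-CAM could therefore be given from the arrays, and the siRNA label of the treated array was not checked by the transcript it targets. GAPDH, used as a reference transcript in many expression studies and printed at 10 spots, had a log2 ratio of -0.03. ACTB had a log2 ratio of -0.32, with its other measured probes between -0.22 and 0.05, and HPRT1 was well above background on neither array.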

In Y79 cells, anti-Ep-CAM siRNA treatment modulated the expression of 670 gene transcripts (probe sets), 465 (69.4%) of which were increased and 205 (30.5%) were decreased. 

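With a ratio of 2.0 or more taken as increased and 0.5 or less as decreased, 372 probes were higher and 272 lower in siRNA-treated cells. These make 644 changed probes, 57.8% of them higher. They were drawn from the 29396 probes well above background on at least 1 array. Of the higher probes, 214 were measured on both arrays and 158 passed by a bound, since they were not well above background in untreated cells. Of the lower probes, 216 were measured on both arrays and 56 passed by a bound. The counts depended on the background correction. With a normexp model in place of the processed signal, 45 probes were higher and 1056 lower. The fit of that model on the siRNA-treated array was moved by 1 spot, and fitted without it, a choice made after the data were seen, it gave 128 higher and 77 lower probes.
The changed probes were not spread evenly over the array surface. A corner of the array, rows 355 to 532 and columns 43 to 85, was set apart after the positions of the changed probes had been seen. It held 4986 of the 29192 tested probes that were printed once (17.1%). It held 266 of the 371 higher probes printed once (71.7%, 95% Wilson interval 66.9 to 76.0%) and 108 of the 270 lower ones (40.0%, 34.3 to 45.9%). The SD of the log2 ratio was 0.51 over the measured probes in the corner and 0.29 over those outside it. The drawn edge did not bound the pattern. A run of higher probes lay just outside it in columns 41 and 42, rows 511 to 532. It included IL4I1 (1.45), C9orf135 (2.00) and DHDDS (2.30), so a position outside the corner does not by itself clear a probe. Among probes with a gene symbol that were measured on both arrays, the 5 largest rises were EXTL1 (3.81), MDGA1 (3.37), EXOC7 (3.30), RPP25 (3.21) and DTX3L (2.96), all by probes in the corner. Other measured probes of MDGA1, EXOC7 and DTX3L had log2 ratios of 0.12, -0.14 and -0.06. Among the largest falls, TLN2 (-2.64) and LDHB (-2.49) were measured outside the corner, and the other TLN2 probe had a log2 ratio of -0.21. Of the 61 measured spots around the TLN2 spot, 4 others also fell past the threshold.

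**Figure D1:**
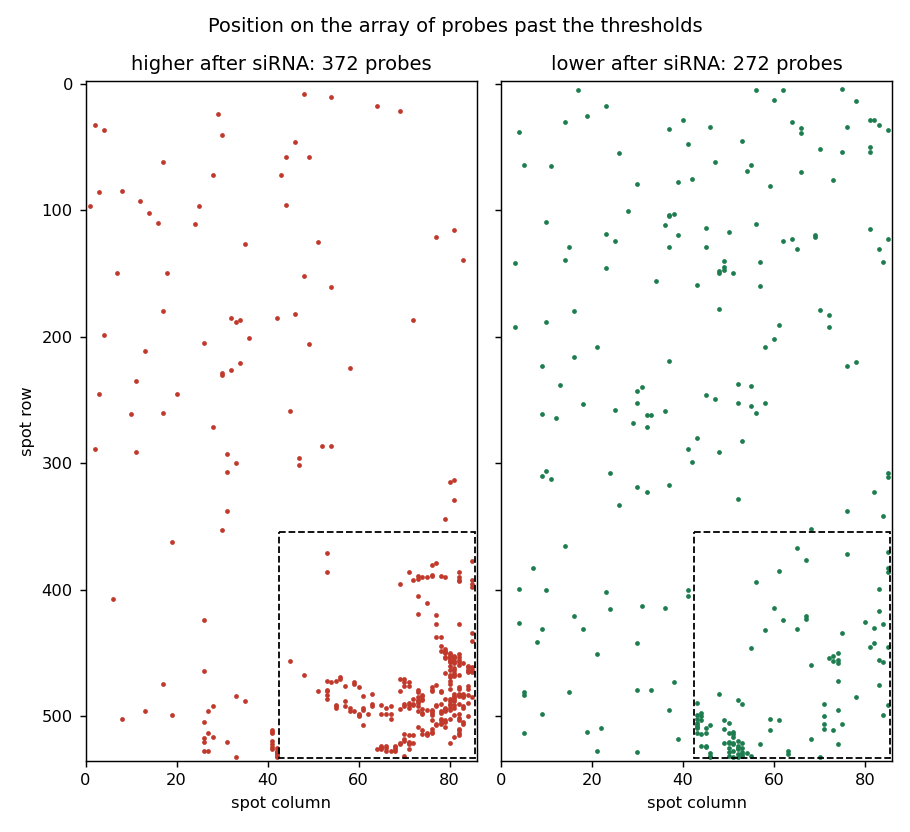
Position of each changed probe on the array, with the spot column on the horizontal axis and the spot row on the vertical axis, for the 372 higher probes (left) and the 272 lower probes (right). The dashed box is the corner that holds 71.7% of the higher and 40.0% of the lower probes printed once, many of them in arc-shaped bands.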

Only genes with p≤0.05 and log ratio of at least 2.0 for upregulation and log ratio of 0.5 for downregulation, keeping a median log ratio of 1 in both biologic replicates, were considered for expression analysis. 

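The thresholds can be read in more than one way. The processing text of the series gives ratios above 1.5 and below 0.55, at which 1177 probes were higher and 495 lower. Read as log2 ratios of at least 2.0 and at most -0.5, the thresholds gave 86 higher and 2224 lower probes. The abstract gives 1.0 in place of 2.0, and read as log2 ratios of at least 1.0 and at most -0.5 its cutoffs gave 372 and 2224. Without any background filter 1048 probes were higher and 1018 lower. The p-value and the second biological replicate could not be applied to 1 array per condition.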

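For the genes that the paper lists as upregulated and downregulated, the brightest probe with the listed accession was set beside the value in the paper's tables. Of the 34 distinct genes listed as upregulated, 21 had a log2 ratio of at least 1 (61.8%, 95% Wilson interval 45.0 to 76.1%). Among them 13 were measured on both arrays and 8 passed by a bound, and 15 of the 21 probes lay in the corner of the array. Of the 57 distinct genes listed as downregulated, 40 had a log2 ratio of -1 or less (70.2%, 57.3 to 80.5%), 39 of them measured on both arrays, with 17 probes in the corner and 23 outside it. The values in the tables' fold-change column were on the scale of the log2 ratio. A probe with the listed accession or symbol lay within 0.01 of the paper's value for 32 of the 34 upregulated and 51 of the 57 downregulated genes. A DRAM probe listed under another name and accession did so too and is not in this count. For 8 and 12 of these genes it was not the probe used here, and for 16 and 1 it was not well above background in untreated cells. Across the 89 genes with a ratio, Pearson's r between the probe used here and the paper's value was 0.845 and Spearman's rho was 0.873, across genes that are not independent replicates. Of the upregulated genes past the threshold, 5 had another measured probe, and for 0 of them it passed too. Of the downregulated genes past the threshold, 16 had one, and it passed for 2. The brightest probe under the gene's name carried another accession than the table's for 4 upregulated and 3 downregulated genes. Among these PNPT1, TPM1, EWSR1 and BCL2L1 passed at the probe used here and not at their brightest probe.

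**Figure D2:**
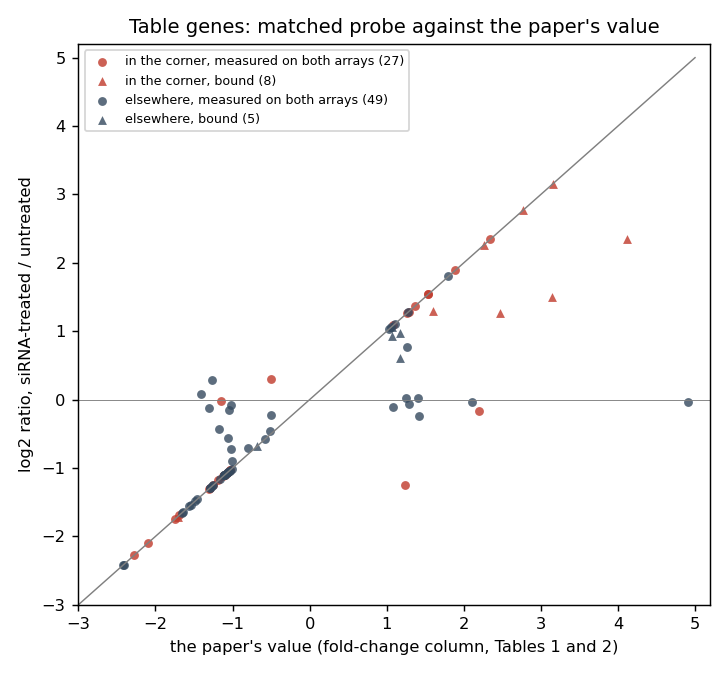
Log2 ratio of the probe matched to each table gene (vertical axis) against the paper's value from Table 1 or Table 2 (horizontal axis), for 89 genes. Circles are probes measured on both arrays, triangles are bounds, red marks probes in the corner of the array and the diagonal marks equal values. Most genes lie on the diagonal, and a group with ratios near 0 lies away from it.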

The important upregulated and downregulated genes post *Ep-CAM* knockdown (Figure 6) are provided in Table 1 and Table 2, respectively. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [20] and are accessible through GEO Series accession number GSE16991.

**Figure 6:**
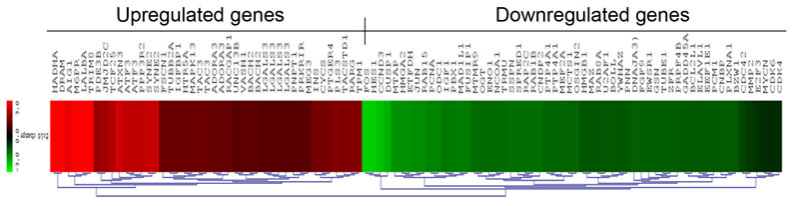
Epithelial cell adhesion molecule short interfering RNA treatment leads to changes in gene expression profile in Y79 cells. The heat map represents the expression profile of 100 genes differentially modified in response to knockdown of epithelial cell adhesion molecule (Ep-CAM) in Y79 cells compared to untreated cells. The horizontal lines represent the relative fold change in the expression of individual genes modified by the Ep-CAM-short interfering (si)RNA. Red and green indicate increased and decreased expression, respectively, relative to nonsilencing control siRNA.

**Table 1:** Upregulated genes identified by microarray post EpCAM knock-down in Y79

**Gene classification/description**	**Gene symbol**	**Fold change**	**GenBank accession**	**Chromosome location**
**Cell cycle and cell differentiation**				
Homo sapiens lectin, galactoside-binding, soluble, 3 (LGALS3), transcript variant 1, mRNA	LGALS3	1.036256	[NM_002306]	14q22.3
Homo sapiens 5-hydroxytryptamine (serotonin) receptor 5A (HTR5A), mRNA	HTR5A	1.283948	[NM_024012]	7q36.2
Homo sapiens insulin (INS), mRNA	INS	1.370663	[NM_000207]	11p15.5
Homo sapiens tachykinin 3 (neuromedin K, neurokinin beta) (TAC3), transcript variant 1, mRNA	TAC3	1.281899	[NM_001006667]	12q13.3
Homo sapiens activating transcription factor 3 (ATF3), transcript variant 2, mRNA	ATF3	2.262722	[NM_004024]	1q32.3
**Apoptosis**				
Homo sapiens lactalbumin, alpha- (LALBA), mRNA	LALBA	3.158096	[NM_002289]	12q13.2
Homo sapiens retinoic acid receptor, gamma (RARG), transcript variant 1, mRNA	RARG	1.541636	[NM_000966]	12q13.13
Homo sapiens ataxin 3 (ATXN3), transcript variant 1, mRNA	ATXN3	2.464725	[NM_004993]	14q32.12
Homo sapiens spectrin repeat containing, nuclear envelope 2 (SYNE2), transcript variant 2, mRNA	SYNE2	2.345608	[NM_182910]	14q23.2
Homo sapiens mitogen-activated protein kinase 13 (MAPK13), mRNA	MAPK13	1.283948	[NM_002754]	6p21.31
Homo sapiens tubulin, beta 2A (TUBB2A), mRNA	TUBB2A	1.269632	[NM_001069]	6p25.2
Homo sapiens plastin 3 (T isoform) (PLS3), mRNA	PLS3	1.596833	[NM_005032]	Xq23
Homo sapiens unc-13 homolog B (C. elegans) (UNC13B), mRNA	UNC13B	1.084631	[NM_006377]	9p13.3
Homo sapiens BTB and CNC homology 1, basic leucine zipper transcription factor 2 (BACH2), mRNA	BACH2	1.111043	[NM_021813]	6q15
Homo sapiens activating transcription factor 3 (ATF3), transcript variant 2, mRNA	ATF3	2.262722	[NM_004024]	1q32.3
Homo sapiens insulin-like growth factor binding protein 1 (IGFBP1), transcript variant 1, mRNA	IGFBP1	1.261051	[NM_000596]	7p13
Homo sapiens protein phosphatase 3 (formerly 2B), regulatory subunit B, beta isoform (PPP3R2), mRNA	PPP3R2	2.201001	[NM_147180]	9q31.1
Homo sapiens androgen-induced 1 (AIG1), mRNA	AIG1	2.769478	[NM_016108]	6q24.2
Homo sapiens mannose-6-phosphate receptor (cation dependent) (M6PR), mRNA	M6PR	2.997706	[NM_002355]	12p13.31
Homo sapiens hydroxyacyl-CoA dehydrogenase/3-ketoacyl-CoA thiolase/enoyl-CoA hydratase (trifunctional protein), alpha subunit (HADHA), nuclear gene encoding mitochondrial protein, mRNA	HADHA	4.116386	[NM_000182]	2p23.3
Homo sapiens transcription factor 25 (basic helix–loop–helix)	TCF25	2.112025	[NM_014972]	16q24.3
Homo sapiens protein-kinase, interferon-inducible double stranded RNA dependent inhibitor, repressor of (P58 repressor) (PRKRIR), mRNA	PRKRIR	1.065873	[NM_004705]	8q21.12
Homo sapiens cytochrome c, somatic (CYCS), nuclear gene encoding mitochondrial protein, mRNA	CYCS	1.40148	[NM_018947]	7p15.2
Homo sapiens damage-regulated autophagy modulator (DRAM), mRNA	DRAM	4.908309	[NM_018370]	12q23.2
Homo sapiens mRNA; cDNA DKFZp762K1914 (from clone DKFZp762K1914).	PNPT1	1.054391	[CR749867]	2p16.1
**Anti-Apoptosis**				
Homo sapiens phosphodiesterase 3B, cGMP-inhibited (PDE3B), mRNA	PDE3B	1.798894	[NM_000922]	11p15.2
Homo sapiens lectin, galactoside-binding, soluble, 3 (LGALS3), transcript variant 1, mRNA	LGALS3	1.036256	[NM_002306]	14q22.3
Homo sapiens adenosine A3 receptor (ADORA3), transcript variant 2, mRNA	ADORA3	1.177361	[NM_000677]	1p13.2
Homo sapiens prostaglandin E receptor 4 (subtype EP4) (PTGER4), mRNA	PTGER4	1.424538	[NM_000958]	5p13.1
**Angiogenesis**				
Homo sapiens fascin homolog 1, actin-bundling protein (Strongylocentrotus purpuratus) (FSCN1), mRNA	FSCN1	1.247566	[NM_003088]	7p22.1
**Anti-angiogenesis**				
Homo sapiens lectin, galactoside-binding, soluble, 3 (LGALS3), transcript variant 1, mRNA	LGALS3	1.036256	[NM_002306]	14q22.3
Homo sapiens vasohibin 1 (VASH1), mRNA	VASH1	1.085812	[NM_014909]	14q24.3
**Proliferation**				
Homo sapiens jumonji domain containing 2C (JMJD2C), mRNA [NM_015061]	JMJD2C	1.889542	[NM_015061]	9p24.1
Homo sapiens adenosine A3 receptor (ADORA3), transcript variant 2, mRNA	ADORA3	1.177361	[NM_000677]	1p13.2
Homo sapiens tachykinin 3 (neuromedin K, neurokinin beta) (TAC3), transcript variant 1, mRNA	TAC3	1.281899	[NM_013251]	12q13.3
**Anti-proliferation**				
Homo sapiens spectrin repeat containing, nuclear envelope 2 (SYNE2), transcript variant 2, mRNA	SYNE2	2.345608	[NM_182910]	14q23.2
Homo sapiens lectin, galactoside-binding, soluble, 3 (LGALS3), transcript variant 1, mRNA	LGALS3	1.036256	[NM_002306]	14q22.3
Homo sapiens BTB and CNC homology 1, basic leucine zipper transcription factor 2 (BACH2), mRNA	BACH2	1.111043	[NM_021813]	6q15
Homo sapiens tripartite motif-containing 8 (TRIM8), mRNA	TRIM8	3.145901	[NM_030912]	10q24.32
Homo sapiens Rac GTPase activating protein 1 (RACGAP1), mRNA	RACGAP1	1.167279	[NM_013277]	12q13.13
Homo sapiens cDNA FLJ41884 fis, clone OCBBF2023162.	MEG3	1.066443	[AK123878]	14q32.2
**Tumor suppressor**				
Homo sapiens tropomyosin 1 (alpha) (TPM1), transcript variant 6, mRNA	TPM1	1.539701	[NM_001018008]	15q22.2

**Table 2:** Down-regulated genes identified by microarray post EpCAM Knock-down in Y79

**Gene classification/description**	**Gene symbol**	**Fold change**	**GenBank accession**	**Chromosome location**
**Proliferation**				
Homo sapiens fibroblast growth factor 9 (glia-activating factor)	FGF9	−1.09836	[NM_002010]	13q12.11
Homo sapiens v-fos FBJ murine osteosarcoma viral oncogene homolog (FOS)	FOS	−2.42289	[NM_005252]	14q24.3
Homo sapiens jun oncogene (JUN)	JUN	−1.65468	[NM_002228]	1p32.1
Homo sapiens E2F transcription factor 3 (E2F3), mRNA	E2F3	−0.57954	[NM_001949]	6p22.3
Homo sapiens proliferating cell nuclear antigen (PCNA), transcript variant 1, mRNA	PCNA	−1.53558	[NM_002592]	20p12.3
Homo sapiens high mobility group AT-hook 2 (HMGA2), transcript variant 1, mRNA	HMGA2	−1.70144	[NM_003483]	12q14.3
Homo sapiens hairy and enhancer of split 1, (Drosophila) (HES1), mRNA	HES1	−2.41369	[NM_005524]	3q29
Homo sapiens cyclin D3 (CCND3), mRNA	CCND3	−2.27265	[NM_001760]	6p21.1
Homo sapiens growth arrest and DNA-damage-inducible, alpha (GADD45A), mRNA	GADD45A	−1.0626	[NM_001924]	1p31.3
Homo sapiens ELAV (embryonic lethal, abnormal vision, Drosophila)-like 1 (Hu antigen R) (ELAVL1), mRNA	ELAVL1	−1.04274	[NM_001419]	19p13.2
Homo sapiens nuclear receptor coactivator 1 (NCOA1), transcript variant 3, mRNA	NCOA1	−1.24715	[NM_147233]	2p23.3
Homo sapiens electron-transferring-flavoprotein dehydrogenase (ETFDH), nuclear gene encoding mitochondrial protein, mRNA	ETFDH	−1.69508	[NM_004453]	4q32.1
Homo sapiens myotubularin related protein 9 (MTMR9), mRNA	MTMR9	−1.26689	[NM_015458]	8p23.1
Homo sapiens protein tyrosine phosphatase type IVA, member 1 (PTP4A1), mRNA	PTP4A1	−1.18325	[NM_003463]	6q12
Homo sapiens CCHC-type zinc finger, nucleic acid binding protein (CNBP), mRNA	CNBP	−1.07756	[NM_003418]	3q21.3
Homo sapiens enolase 1, (alpha) (ENO1), mRNA	ENO1	1.24292	[NM_001428]	1p36.23
Homo sapiens insulin-like growth factor 1 (somatomedin C) (IGF1), mRNA	IGF1	−1.41077	[NM_000618]	12q23.2
Homo sapiens Ewing sarcoma breakpoint region 1, mRNA (cDNA clone MGC:8607 IMAGE:2961279)	EWSR1	−1.10194	[BC000527]	22q12.2
Homo sapiens sprouty-related, EVH1 domain containing 1 (SPRED1), mRNA	SPRED1	−1.28822	[NM_152594]	15q14
**Cell invasion**				
Homo sapiens cell division cycle 42 (GTP binding protein, 25 kDa) (CDC42), transcript variant 2, mRNA	CDC42	−0.79444	[NM_044472]	1p36.12
Homo sapiens matrix metallopeptidase 2 (gelatinase A, 72 kDa gelatinase, 72 kDa type IV collagenase) (MMP2), mRNA	MMP2	−0.67629	[NM_004530]	16q12.2
Homo sapiens plexin A1 (PLXNA1), mRNA	PLXNA1	−1.07618	[NM_032242]	3q21.3
Homo sapiens protein tyrosine phosphatase type IVA, member 1 (PTP4A1), mRNA	PTP4A1	−1.18325	[NM_003463]	6q12
Homo sapiens MADS box transcription enhancer factor 2, polypeptide A (myocyte enhancer factor 2A) (MEF2A), mRNA	MEF2A	−1.17285	[NM_005587]	15q26.3
Homo sapiens methylthioadenosine phosphorylase (MTAP), mRNA	MTAP	−1.75238	[NM_002451]	9p21.3
Homo sapiens tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, zeta polypeptide (YWHAZ), transcript variant 2, mRNA	YWHAZ	−1.02872	[NM_145690]	8q22.3
**Angiogenesis**				
Homo sapiens dual specificity phosphatase 1 (DUSP1), mRNA	DUSP1	−2.09785	[NM_004417]	5q35.1
Homo sapiens malignant T cell amplified sequence 1 (MCTS1), mRNA	MCTS1	−1.16085	[NM_014060]	Xq24
**Oncogene**				
Homo sapiens RAP2C, member of RAS oncogene family (RAP2C), mRNA	RAP2C	−1.29212	[NM_021183]	Xq26.2
Homo sapiens RAB8A, member RAS oncogene family (RAB8A), mRNA	RAB8A	−1.02394	[NM_005370]	19p13.12
Homo sapiens sarcospan (Kras oncogene-associated gene) (SSPN), mRNA	SSPN	−1.31047	[NM_005086]	12p12.1
Homo sapiens RAB1B, member RAS oncogene family (RAB1B), mRNA	RAB1B	−1.29331	[NM_030981]	11q13.1
Homo sapiens RAB15, member RAS onocogene family (RAB15), mRNA	RAB15	−1.64564	[NM_198686]	14q23.3
Homo sapiens v-myc myelocytomatosis viral related oncogene, neuroblastoma derived (avian) (MYCN), mRNA	MYCN	−0.50087	[NM_005378]	2p24.3
**Antiapoptotic**				
Homo sapiens DnaJ (Hsp40) homolog, subfamily A, member 3 (DNAJA3), mRNA	DNAJA3)	−1.11925	[NM_005147]	16p13.3
Homo sapiens ornithine decarboxylase 1 (ODC1), mRNA	ODC1	−1.56073	[NM_002539]	2p25.1
Homo sapiens gelsolin (amyloidosis, Finnish type) (GSN), transcript variant 2, mRNA	GSN	−1.1058	[NM_198252]	9q33.2
Homo sapiens BCL2-like 1 (BCL2L1), nuclear gene encoding mitochondrial protein, transcript variant 2, mRNA	BCL2L1	−1.06389	[NM_001191]	20q11.21
Homo sapiens high-mobility groupbox 1 (HMGB1), mRNA	HMGB1	−1.00917	[NM_002128]	13q12.3
**Cell cycle and differentiation**				
Homo sapiens bol, boule-like (Drosophila) (BOLL), transcript variant 2, mRNA	BOLL	−1.03287	[NM_033030]	2q33.1
Homo sapiens tubulin, epsilon 1 (TUBE1), mRNA	TUBE1	−1.10675	[NM_016262]	6q21
Homo sapiens eukaryotic translation elongation factor 1 epsilon 1 (EEF1E1), mRNA [NM_004280]	EEF1E1	−1.04824	[NM_004280]	6p24.3
Homo sapiens MAD1 mitotic arrest deficient-like 1 (yeast) (MAD1L1), transcript variant 1, mRNA	MAD1L1	−1.48937	[NM_003550]	7p22.3
Homo sapiens MYC-associated zinc finger protein (purine-binding transcription factor) (MAZ), transcript variant 1, mRNA	MAZ	−1.00923	[NM_002383]	16p11.2
Homo sapiens O-linked N-acetylglucosamine (GlcNAc) transferase (UDP-N-acetylglucosamine:polypeptide-N-acetylglucosaminyl transferase) (OGT), transcript variant 1, mRNA	OGT	−1.2658	[NM_181672]	Xq13.1
Homo sapiens U2 small nuclear RNA auxiliary factor 1 (U2AF1), transcript variant a, mRNA	U2AF1	−1.02281	[NM_006758]	21q22.3
Homo sapiens tRNA 5-methylaminomethyl-2-thiouridylate methyltransferase (TRMU), nuclear gene encoding mitochondrial protein, transcript variant 1, mRNA	TRMU	−1.24944	[NM_018006]	22q13.31
Homo sapiens CNDP dipeptidase 2 (metallopeptidase M20 family) (CNDP2), mRNA	CNDP2	−1.29951	[NM_018235]	18q22.3
Homo sapiens pinin, desmosome associated protein (PNN), mRNA	PNN	−1.02816	[NM_002687]	14q21.1
Homo sapiens pericentriolar material 1 (PCM1), mRNA	PCM1	−1.05392	[NM_006197]	8p22
Pre-B-cell leukemia transcription factor 1 (Homeobox protein PBX1) (Homeobox protein PRL).	PBX1	−1.42582	[NM_002585]	1q23.3
Homo sapiens oxidative stress induced growth inhibitor family member 2 (OSGIN2), mRNA	OSGIN2	−1.15358	[NM_004337]	8q21.3
Homo sapiens zinc finger RNA binding protein (ZFR), mRNA	ZFR	−1.10655	[NM_016107]	5p13.3
Homo sapiens PRP4 pre-mRNA processing factor 4 homolog B (yeast) (PRPF4B), mRNA	PRPF4B	−1.10445	[NM_003913]	6p25.2
Homo sapiens FUS interacting protein (serine/arginine-rich) 1 (FUSIP1), transcript variant 2, mRNA	FUSIP1	−1.45444	[NM_054016]	1p36.11
Homo sapiens basic leucine zipper and W2 domains 1 (BZW1), mRNA	BZW1	−1.07595	[NM_014670]	2q33.1
Homo sapiens cyclin-dependent kinase 6 (CDK6), mRNA	CDK6	−0.5	[NM_001259]	7q21.2
Homo sapiens cyclin-dependent kinase 4 (CDK4), mRNA	CDK4	−0.513	[NM_000075]	12q14.1

### Upregulated genes post epithelial cell adhesion molecule knockdown

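Among the 20 genes the text names as upregulated, 13 had a log2 ratio of at least 1, and 10 of these 13 were read from probes in the corner of the array. The 3 measured on both arrays outside the corner were TAC3 (1.28), BACH2 (1.11) and LGALS3 (1.04). LALBA, at chromosome 12 from 47248602 to 47249150, was at least 8.93-fold higher by a probe in the corner, from a signal of 22.5 that was not well above background to 206. ATF3 was at least 4.80-fold, TRIM8 at least 2.84-fold and ATXN3 at least 2.40-fold higher, each by a probe in the corner that was not well above background in untreated cells. SYNE2 (2.35), RARG (1.54), TPM1 (1.54), INS (1.37), MAPK13 (1.29) and IGFBP1 (1.26) were measured on both arrays in the corner. For several of these genes another probe gave a different value. It was 0.08 for RARG, -0.17 for MAPK13, and between -0.67 and -0.59 for TPM1. In untreated cells alone that probe was the brighter one for RARG (180 against 163) and MAPK13 (64.9 against 50.3). For SYNE2 one other probe had 0.20 and another was at least 2.10-fold lower. The 7 genes not called included TUBB2A with 0.77, where a probe in the corner had 1.27. VASH1 (-0.10) and HTR5A (-0.07) were measured on both arrays, while other probes, not well above background in untreated cells, were at least 1.87-fold higher for VASH1 and, past the threshold by a probe in the corner, at least 2.15-fold higher for HTR5A. MEG3 was at least 1.90-fold higher by one probe and had -0.02 and -0.09 at its other measured probes, and RACGAP1 was at least 1.52-fold higher. The bounds of MEG3 and RACGAP1 do not reach the threshold and leave open whether these probes passed it.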

In cells with inhibited *Ep-CAM* expression, upregulated categories represented gene products that were involved in apoptosis, such as lactalbumin, alpha (*LALBA*)*,* retinoic acid receptor, gamma (*RARG*), ataxin 3 (*ATXN3*)*,* mitogen-activated protein kinase 13 (*MAPK13*), tubulin, beta 2A (*TUBB2A*), activating transcription factor 3 (*ATF3*)*,* insulin-like growth factor binding protein 1 (*IGFBP1*)*,* Homo sapiens damage-regulated autophagy modulator (*DRAM*), and cytochrome c, somatic (*CYCS*); anti-angiogenic genes, such as lectin, galactoside-binding, soluble, 3 (*LGALS3*)*,* and vasohibin 1 (*VASH1*); cell cycle and differentiation genes, such as *LGALS3,* 5-hydroxytryptamine (serotonin) receptor 5A (*HTR5A*)*, INS*, tachykinin 3 [neuromedin K, neurokinin beta] (*TAC3*)*,* and *ATF3*; anti-proliferation genes, such as spectrin repeat containing, nuclear envelope 2 (*SYNE2*)*,* BTB and CNC homology 1, basic leucine zipper transcription factor 2 (*BACH2*)*,* tripartite motif-containing 8 (*TRIM8*)*,* Rac GTPase activating protein 1 (*RACGAP1*)*,* and *MEG3*; and tumor suppressor gene tropomyosin 1 alpha (*TPM1*).

### Downregulated genes post epithelial cell adhesion molecule silencing

Downregulated categories represented gene products that were involved in cell cycle and cell division genes, such as MYC-associated zinc finger protein [purine-binding transcription factor] (*MAZ*)*,* tubulin, epsilon 1 (*TUBE1*)*, MAD1,* sprouty-related, EVH1 domain containing 1 (*SPRED1*), U2 small nuclear RNA auxiliary factor 1 (*U2AF1*)*, CNDP,* and stress induced growth inhibitor family member 2 (*SGIN2*); cell migration genes, such as *MMP2,* cell division cycle 42 [GTP binding protein, 25 kDa] (*cdc42*)*,* and MADS box transcription enhancer factor 2, polypeptide A [myocyte enhancer factor 2A] (*MEF2A)*; anti-apoptotic genes, such as DnaJ (Hsp40) homolog, subfamily A, member 3 (*DNAJA3*)*, *ornithine decarboxylase 1 (*ODC1*)*,* gelsolin [amyloidosis, Finnish type] (*GSN*), BCL2-like 1 (*BCL21*), and high-mobility groupbox 1 (*HMGB1*); proliferation genes, such as *FGF9,* *Homo sapiens* v-fos FBJ murine osteosarcoma viral oncogene homolog (*FOS*), *Homo sapiens* jun oncogene (*JUN*)*, PCNA,* *Homo sapiens* E2F transcription factor 3 (*E2F3*), malignant T cell amplified sequence 1 (*MCTS1*)*,* hairy and enhancer of split 1, [*Drosophila*] (*HES1*), cyclin D3 (*CCND3*), growth arrest and DNA-damage-inducible, alpha (*GADD45A*)*,* embryonic lethal, abnormal vision, Drosophila-like 1 [Hu antigen R] (*ELAVL1*), nuclear receptor coactivator 1 (*NCOA1*)*,* enolase 1, [alpha] (*ENO1*), and insulin-like growth factor 1 [somatomedin C] (*IGF1*); and oncogenes, such as *FOS,* member of RAS oncogene family (*RAP2C*)*,* member RAS oncogene family (*RAB8A*)*, JUN,* sarcospan [Kras oncogene-associated gene] (*SSPN*)*, RAB1B, RAB15,* and v-myc myelocytomatosis viral related oncogene, neuroblastoma derived [avian] (*MCYN*).

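Among the 34 genes the text names as downregulated, 22 had a log2 ratio of -1 or less, all measured on both arrays, and 14 of the 22 were read outside the corner of the array. HES1, at chromosome 3 from 195338878 to 195338937, fell from a signal of 475 to 91.5, a log2 ratio of -2.41, while its other measured probe had 0.25. ODC1 (-1.56), MAD1L1 (-1.49), NCOA1 (-1.25), TUBE1 (-1.11), BCL2L1 (-1.06) and MAZ (-1.01) were also measured outside the corner. Another probe of MAD1L1 had -0.06 and another of BCL2L1 had -0.32. The other MAZ probes had 0.21 and -0.17. ENO1 (-1.24) was read in the corner, and with the corner left out, a choice made after the data were seen, its remaining probe had 0.01. That probe was much dimmer, with a signal of 62.0 in untreated cells against 5936. The 12 genes not called included HMGB1 (-0.90), U2AF1 (-0.72), MEF2A (-0.44), ELAVL1 (-0.16), CNDP2 (-0.13), RAB8A (-0.08), OSGIN2 (-0.02) and IGF1 (0.09). Each of these 8 genes had another measured probe past the threshold. For CNDP2 (-1.30) and MEF2A (-1.17) that probe lay in the corner. Outside the corner it had -1.41 for IGF1, -1.15 for OSGIN2, -1.04 for ELAVL1, -1.02 for both U2AF1 and RAB8A and -1.01 for HMGB1. A further measured probe, short of the threshold, had -0.21 for IGF1, -0.33 for U2AF1 and -0.09 for HMGB1.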

### Deregulated pathways post epithelial cell adhesion molecule silencing

Upon *Ep-CAM* inhibition, MAP kinase pathway was deregulated in Y79 cells. 

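FOS, at chromosome 14 from 74817967 to 74818026, fell from a signal of 2372 in siRNA-untreated to 454 in siRNA-treated cells, a log2 ratio of -2.42, by a single spot outside the corner of the array. JUN, at chromosome 1 from 58959750 to 58959809, was printed at 10 spots, and all 10 were lower after siRNA treatment. Its mean signal was 8007 and 2608, with a mean log2 ratio of -1.65 (technical SD over spots 0.11, range -1.86 to -1.50). FGF9 (-1.10, signal 58.8 and 28.2) and GADD45A (-1.06, signal 3421 and 1679) were read from single spots in the corner.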

The genes involved in MAP kinase pathway were *FOS, JUN, FGF9,* and *GADD45A*. On the other hand, P53 pathway molecules were upregulated upon *Ep-CAM* inhibition. The molecules involved in P53 pathway were *RRM2, CYCS*, and *DRAM*.

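RRM2, at chromosome 2 from 10221085 to 10221144, had a signal of 33.9 in untreated and 72.3 in siRNA-treated cells, a log2 ratio of 1.06, by a probe in the corner of the array. Its other probe was well above background on neither array. The brightest CYCS probe, at chromosome 7 from 24931560 to 24931619, had a log2 ratio of 0.02. A CYCS probe in the corner was at least 2.01-fold higher and another outside it at least 1.18-fold higher, both not well above background in untreated cells. DRAM, listed in the files as FLJ11259, had signals of 112 and 112 and a log2 ratio of -0.04 at its brightest probe, at chromosome 12 from 100819580 to 100819639. The other probe of that transcript was well above background on neither array. Another probe, assigned to another DRAM transcript and lying at row 484 and column 82 in the corner, went from 10.0, not well above background, to 308, at least 20.1-fold. The spot beside it, in column 81, carries a probe for TMEM106B and went from 7.30, not well above background, to 223, at least 14.6-fold. TMEM106B was chosen for its position after its values had been seen. Spots beside the other DRAM probes, both outside the corner, could not show such a joint rise, since neither of those probes rose. Beside the dim probe HSPA1A had a log2 ratio of 1.25, and another HSPA1A probe outside the corner had 1.23. Beside the brightest probe ATP8B3 was well above background on neither array. The paper also reports DRAM as higher by Q-RT-PCR, which does not depend on the array surface.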

### Functional grouping of differentially expressed genes

All the distinct gene identifications were examined for their known biologic function according to gene ontology convention and grouped in the respective functional category. The proportion of each functional category in the total number of selected identified genes (taken as 100%) is shown in Figure 7. Among the upregulated genes, (Figure 7A) the majority of genes belong to the apoptosis functional category (48%). Hence, it is interesting to speculate that Ep-CAM inhibition may promote apoptosis in Y79 cells. 

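In the paper's Table 1, 20 of the 42 entries (47.6%) stood under apoptosis. Of these 20 entries, 14 had a log2 ratio of at least 1 at the probe matched by accession. Of the 14, 7 were measured on both arrays and the others passed by a bound, and 11 were read in the corner of the array and 3 outside it. The 19 entries with a ratio had a median of 1.26, bounds included at their limit. Anti-proliferation had 6 entries with 4 past the threshold, cell cycle and cell differentiation 5 with 4, and anti-apoptosis 4 with 2.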

Other genes identified belong to proliferation, anti-proliferation, angiogenesis, anti-angiogenesis, anti-apoptotic, and tumor suppressor genes. 

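In the paper's Table 2, proliferation and cell cycle and differentiation had 19 entries each of the 58 (32.8%). For proliferation, 15 of the 19 entries had a log2 ratio of -1 or less, 8 in the corner of the array and 7 outside it, with a median of -1.24. For cell cycle and differentiation, 12 of the 19 passed, 3 in the corner and 9 outside it, and the median over the 18 with a ratio was -1.04. Cell invasion had 7 entries with 4 past the threshold, oncogenes 6 with 4, antiapoptotic genes 5 with 4 and angiogenesis 2 with 2.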

Among the downregulated genes, (Figure 7B) one-third of the total genes belong to the proliferation functional category (33%) and cell cycle and differentiation (33%). Other downregulated genes belong to cellular invasion, anti-apoptosis, oncogenes, and angiogenic genes.

**Figure 7:**
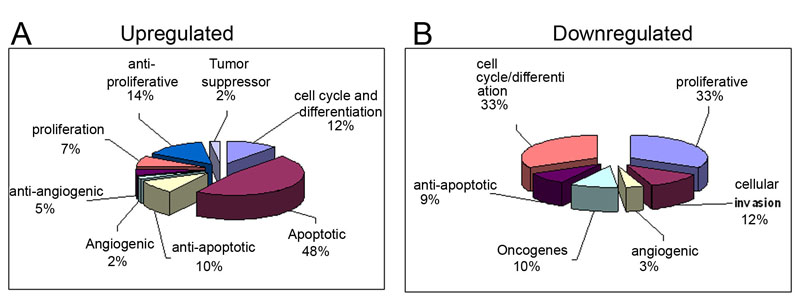
Functional grouping of upregulated genes. (**A**) and downregulated genes (**B**) in Y79 cells treated with epithelial cell adhesion molecule short interfering (si)RNA. All the distinct gene identifications were examined for their known biologic function according to gene ontology convention and grouped in the respective functional category. The proportion of each functional category in the total number of selected identified genes (taken as 100%) is shown.

### Real-time quantitative reverse transcriptase-PCR to confirm microarray data

Five genes (*PCNA, CCND3, FOS, JUN*, and *DRAM*) from microarray data have been confirmed by real-time Q-RT–PCR. 

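On the arrays, PCNA, at chromosome 20 from 5043957 to 5044102, was printed at 10 spots, all 10 of them lower after siRNA treatment. The mean signal was 1770 in untreated and 626 in siRNA-treated cells, and the mean log2 ratio was -1.53 (technical SD over spots 0.08, range -1.66 to -1.38). CCND3, at chromosome 6 from 42016266 to 42017191, fell from 1728 to 367, a log2 ratio of -2.27, by a single spot in the last column of the array, within the corner. The other CCND3 probe, outside the corner, had signals of 108 and 118 and a log2 ratio of 0.09.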

The results are consistent with the microarray data. The gene expression of all five genes studied was higher when measured using Q-RT–PCR as compared to microarray analysis, reflecting the better dynamic range of Q-RT–PCR. The relative mRNA expression of *DRAM* was significantly increased, and the relative mRNA expression of *PCNA, CCND3, FOS*, and *JUN* were significantly downregulated in siRNA-treated Y79 cells compared to untreated Y79 cells (Figure 8).

**Figure 8:**
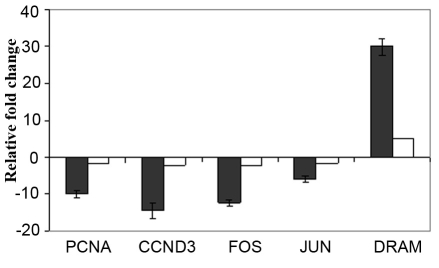
The mRNA expression of selected genes from microarray data was confirmed using real time quantitative reverse transcriptase PCR (Q-RT–PCR). The black bars represent the mRNA levels quantified by Q-RT–PCR and the white bars represent the fold expression of genes studied by microarray. The Q-RT–PCR results are consistent with microarray results. The error bars represent the standard deviation of triplicate values. Abbreviations: PCNA represents proliferating cell nuclear antigen, CCDN3 represents cyclin D3, FOS represents v-fos FBJ murine osteosarcoma viral oncogene homolog, JUN represents jun oncogene, and DRAM represents damage-regulated autophagy modulator.

## Discussion

To investigate the functional relevance of Ep-CAM in RB, we proposed to transiently silence *Ep-CAM* expression using siRNA and study its effect on whole gene expression profiling. We chose the Y79 cell line for in vitro studies for two reasons. One reason is that Y79 cells form tumors in the murine model that closely resemble the naturally occurring tumor in anatomic sites without disrupting the choroid or sclera or involving the anterior chamber [21]. The second reason is that as RB tumors from Indian RB patients are advanced tumors, presenting with choroidal and optic nerve invasion [22], the Y79 cell line is appropriate for in vitro studies and the data can be translated to the actual tumor state.

Our study shows that both mRNA and protein levels of Ep-CAM are very low to absent in Y79 cells. There is substantial evidence that DNA methylation plays an important role in silencing specific genes during development and cell differentiation [23,24]. Earlier studies have shown that *Ep-CAM* is regulated by the most common epigenetic mechanism—hypermethylation in oral squamous cell carcinoma and breast carcinomas [16–19]. Epigenetic silencing of a gene can be reversed by drugs, such as AZC, which acts through incorporation of the modified nucleotide in the place of cytosine into the newly synthesized strand during DNA replication. The modified nucleotides form a covalent complex with the active sites of the DNA methyltransferase, depleting methyltransferase activity, resulting in generalized demethylation [25]. In this context, we restored *Ep-CAM* expression in Y79 cells by subjecting the cells to demethylation (AZC treatment) in vitro for 5 days. However, these drugs have effects other than inducing demethylation. The amount of methylation and the response obviously can vary for the same gene from one cell line to another and between different genes in the same cell line. One disadvantage of a drug-based reactivation approach is that, unlike CpG island array screening, use is essentially restricted to cell cultures and is not amenable to examination of primary tumors.

In the present study, AZC treatment restored adequate *Ep-CAM* expression, which was sufficient to perform siRNA experiments in Y79 cells. Silencing of the *Ep-CAM* gene significantly decreased the proliferative capacity of RB Y79 cells. Expression microarray analysis of *Ep-CAM* silencing revealed several genes related to cell proliferation, apoptosis, anti-apoptosis, cell division and differentiation, angiogenesis, anti-angiogenesis, and oncogenes.

Cells expressing *Ep-CAM* proliferate more rapidly, grow in an anchorage-independent manner, and have a reduced requirement for growth factors. Consistent with the growth-promoting role of Ep-CAM, knockdown of endogenous *Ep-CAM* in tumor cells decreases cell proliferation and migration [7,26]. The role of *Ep-CAM* in proliferation and its association with cancer is poorly explained by proposed cell adhesion functions. Recently, Maetzel et al. [27] showed that regulated intramembrane proteolysis activates Ep-CAM as a mitogenic signal transducer in vitro and in vivo. The cleaved intracellular domain Ep-CAM intracellular domain (EpICD) associates with four and a half LIM domain (FHL2), β-catenin, and lymphoid enhancer binding factor 1 (Lef-1) to form a nuclear complex that contacts DNA at Lef-1 consensus sites, induces gene transcription, and is oncogenic in immunodeficient mice. Hence, this mechanism of nuclear signaling of Ep-CAM explains how it functions in cell proliferation.

Our study showed significant downregulation of PCNA post-*Ep-CAM* silencing. A high PCNA index has been noted in RB in a recent study by Dimaras et al. [28]. In gastric cancer, the PCNA index of gastric cancer tissues with high *Ep-CAM* expression was higher than gastric cancer tissues with low *Ep-CAM* expression, indicating that *Ep-CAM* might be associated with the proliferative activity of cancer cells [29]. We also showed that *FOS* and *JUN*, which are involved in cellular proliferation, were downregulated post-*Ep-CAM* silencing.

Genes related to apoptosis, such as damage-regulated autophagy modulator DRAM, a critical effector of p53-induced autophagy [30], and cytochrome *c* CYCS, a central molecule in apoptotic signaling [31], were significantly upregulated. Recently, a study on mammary tissues in transgenic mice showed that *Ep-CAM* overexpression could induce K_i_-67 upregulation and reduce apoptosis of cells, accompanied by upregulation of *bcl-2* expression, which was the first report about the relation between Ep-CAM and apoptosis [32]. Our observations indicate that Ep-CAM inhibition on cellular proliferation is by cell cycle arrest accompanied by apoptosis. However, further functional studies need to be conducted to prove these effects in RB.

These changes are coupled with downregulation of important cell cycle-related transcription factors, *E2F3* and *CCND3*. 

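E2F3, at chromosome 6 from 20601824 to 20601883, had a signal of 2636 in untreated and 1809 in siRNA-treated cells, a log2 ratio of -0.58. This is short of the threshold of -1 but past -0.5, the paper's cutoff read as a log2 ratio, and within 0.01 of the paper's value. Among other cell cycle genes of Table 2, CDK4 had -0.46, at signals of 33.2 and 24.7, and CDK6 had -0.23, both short of either reading. From its observations the paper proposes that loss of Ep-CAM slows growth through arrest of the cell cycle together with apoptosis, and states that further functional studies are needed in RB.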

E2Fs are transcription factors best known for their involvement in the timely regulation of gene expression required for cell cycle progression. *E2F3* overexpression has been previously demonstrated in RB tumors by Gallie et al. [33]. Cyclins are periodic regulatory proteins governing cell cycle transit from G1 phase into S phase. Overexpression of cyclins could lead to abnormal cellular proliferation, which underlies the process of tumorigenesis [34].

Interestingly, our study showed the downregulation of *MYCN* post-*Ep-CAM* silencing. 

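The brighter MYCN probe, at chromosome 2 from 16031406 to 16032669, had a signal of 259 in untreated and 327 in siRNA-treated cells, a log2 ratio of 0.30, and lay in the corner of the array. The other probe, outside the corner, had signals of 138 and 102 and a log2 ratio of -0.47. The direction for MYCN therefore differed between its probes.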

*MYCN* is a well studied oncogene known to be amplified in neuroblastoma [35] and in a subset of RB tumors [36,37]. Previously it was demonstrated that Ep-CAM has a direct impact on the cell cycle and proliferation and the ability to rapidly upregulate the proto-oncogene *c-myc* and *cyclin A/E* [21]. However, further studies are needed to establish the *MYCN* relation with *Ep-CAM* signaling in RB.

In addition to proliferation and apoptotic genes, we showed that genes related to tumor invasion, metastasis, and angiogenesis, such as MMPs and *cdc42* are significantly downregulated post *Ep-CAM* silencing. 

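MMP2, at chromosome 16 from 54096763 to 54096822, was printed at 10 spots, with a mean signal of 28.4 in untreated and 18.2 in siRNA-treated cells. It was not well above background after siRNA treatment, so that it was at least 1.60-fold lower. CDC42, at chromosome 1 from 22158250 to 22158309, also printed at 10 spots, fell from 999 to 628, a log2 ratio of -0.70, and its other measured probes had log2 ratios of -0.65 and -0.32. CDC42 was short of the threshold of -1, and the bound of MMP2 leaves open whether it passed. Both were past -0.5, the paper's cutoff read as a log2 ratio.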

Previously we demonstrated high MMP [38] and cdc42 [39] expression in RB primary tumors. The downregulation of MMPs in the present study supports the hypothesis that *Ep-CAM* inhibition could reduce tumor cell invasion, as demonstrated in an earlier study [7]. *Ep-CAM* inhibition led to downregulation of the MAP kinase pathway in Y79 cells. The genes involved in the MAP kinase pathway are *FOS*, *JUN*, *FGF9*, and *GADD45A*. On the other hand, P53 pathway molecules were upregulated upon *Ep-CAM* inhibition. The molecules involved in the P53 pathway are RRM2, CYCS, and DRAM.

In conclusion, we showed for the first time that *Ep-CAM* silencing in RB in vitro leads to a decrease in Y79 cell proliferation and deregulation of several genes related to cell survival/proliferation, DNA replication/transcription, apoptosis, and angiogenesis. Targeting *Ep-CAM* for molecular intervention appears to be an attractive strategy. First, *Ep-CAM* is substantially overexpressed in primary RB tumor samples [6]. Furthermore, because *Ep-CAM* overexpression is associated with proliferation and neoplastic transformation [40,41], silencing of *Ep-CAM* gene expression is likely to dramatically alter the phenotype of cancer cells without significantly influencing normal or nonproliferating cells. Future studies targeting *Ep-CAM* gene expression in vivo will help to delineate the mechanisms associated with *Ep-CAM* gene function in neoplastic transformation and define the potential for *Ep-CAM*-based molecular intervention in RB patients.

## References

[1] SuzukiSKanekoAManagement of intraocular retinoblastoma and ocular prognosis.Int J Clin Oncol20049161516281910.1007/s10147-003-0366-0

[2] KremensBWielandRReinhardHNeubertDBeckJDKlingebielTBornfeldNHaversWHigh-dose chemotherapy with autologous stem cell rescue in children with retinoblastoma.Bone Marrow Transplant20033128141262146310.1038/sj.bmt.1703832

[3] GrabowskiEFAbramsonDHIntraocular and extraocular retinoblastoma.Hematol Oncol Clin North Am19871721353323180

[4] DozFKhelfaouiFMosseriVValidirePQuintanaEMichonJDesjardinsLSchliengerPNeuenschwanderSVielhPPuttermanMDufierJ-LJean-Michael Zucker The role of chemotherapy in orbital involvement of retinoblastoma. The experience of a single institution with 33 patients.Cancer19947472232803305410.1002/1097-0142(19940715)74:2<722::aid-cncr2820740228>3.0.co;2-h

[5] SchvartzmanEChantadaGFandiñoAde DávilaMTRaslawskiEManzittiJResults of a stage-based-protocol for the treatment of retinoblastoma.J Clin Oncol19961415326862206810.1200/JCO.1996.14.5.1532

[6] KrishnakumarSMohanAMallikarjunaKVenkatesanNBiswasJShanmugamMPRen-HeidenreichLEp-CAM expression in retinoblastoma: a novel molecular target for therapy.Invest Ophthalmol Vis Sci2004454247501555742710.1167/iovs.04-0591

[7] OstaWAChenYMikhitarianKMitasMSalemMHannunYAColeDJGillandersWEEp-CAM is overexpressed in breast cancer and is a potential target for breast cancer gene therapy.Cancer Res2004645818241531392510.1158/0008-5472.CAN-04-0754

[8] WinterMJNagtegaalIDvan KriekenJHLitvinovSVThe epithelial cell adhesion molecule (Ep-CAM) as a morphoregulatory molecule is a tool in surgical pathology.Am J Pathol20031632139481463358710.1016/S0002-9440(10)63570-5PMC1892395

[9] KoprowskiHSteplewskiZMitchellKHerlynMHerlynDFuhrerPColorectal carcinoma antigens detected by hybridoma antibodies.Somatic Cell Genet19795957729469910.1007/BF01542654

[10] ZorzosJZiziABakirasAPectasidisDSkarlosDVZorzosHElemenoglouJLikourinasMExpression of a cell surface antigen recognized by the monoclonal antibody AUA1 in bladder carcinoma: an immunohistochemical study.Eur Urol1995282514853678110.1159/000475060

[11] BraunSHeppFKentenichCRJanniWPantelKRiethmüllerGWillgerothFSommerHLMonoclonal antibody therapy with edrecolomab in breast cancer patients: monitoring of elimination of disseminated cytokeratin-positive tumor cells in bone marrow.Clin Cancer Res199953999400410632331

[12] SeligsonDBPantuckAJLiuXHuangYHorvathSBuiMHHanKRCorreaAJEevaMTzeSBelldegrunASFiglinRAEpithelial cell adhesion molecule (KSA) expression: pathobiology and its role as an independent predictor of survival in renal cell carcinoma.Clin Cancer Res2004102659691510266810.1158/1078-0432.ccr-1132-03

[13] de BoerCJvan KriekenJHJanssen-van RhijnCMLitvinovSVExpression of Ep-CAM in normal, regenerating, metaplastic, and neoplastic liver.J Pathol199918820161039816510.1002/(SICI)1096-9896(199906)188:2<201::AID-PATH339>3.0.CO;2-8

[14] ElbashirSMHarborthJLendeckelWYalcinAWeberKTuschlTDuplexes of 21-nucleotide RNAs mediate RNA interference in cultured mammalian cells.Nature200141149481137368410.1038/35078107

[15] LivakKJSchmittgenTDAnalysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method.Methods20012540281184660910.1006/meth.2001.1262

[16] van der GunBTWasserkortRMonamiAJeltschARaskóTSlaska-KissKCorteseRRotsMGde LeijLFRuitersMHKissAWeinholdEMcLaughlinPMPersistent downregulation of the pancarcinoma-associated epithelial cell adhesion molecule via active intranuclear methylation.Int J Cancer200812348491839883910.1002/ijc.23476

[17] ShiahSGChangLCTaiKYLeeGHWuCWShiehYSThe involvement of promoter methylation and DNA methyltransferase-1 in the regulation of Ep-CAM expression in oral squamous cell carcinoma.Oral Oncol200945e181848579010.1016/j.oraloncology.2008.03.003

[18] SpizzoGGastlGObristPFongDHaunMGrünewaldKParsonWEichmannCMillingerSFieglHMargreiterRAmbergerAMethylation status of the Ep-CAM promoter region in human breast cancer cell lines and breast cancer tissue.Cancer Lett2007246253611662448510.1016/j.canlet.2006.03.002

[19] TaiKYShiahSGShiehYSKaoYRChiCYHuangELeeHSChangLCYangPCWuCWDNA methylation and histone modification regulate silencing of epithelial cell adhesion molecule for tumor invasion and progression.Oncogene2007263989971721381110.1038/sj.onc.1210176

[20] EdgarRDomrachevMLashAEGene Expression Omnibus: NCBI gene expression and hybridization array data repositoryNucleic Acids Res200230207101175229510.1093/nar/30.1.207PMC99122

[21] Chévez-BarriosPHurwitzMYLouieKMarcusKTHolcombeVNSchaferPAguilar-CordovaCEHurwitzRLMetastatic and nonmetastatic models of retinoblastoma.Am J Pathol20001571405121102184210.1016/S0002-9440(10)64653-6PMC1850157

[22] BiswasJDasDKrishnakumarSShanmugamMPHistopathologic analysis of 232 eyes with retinoblastoma conducted in an Indian tertiary-care ophthalmic center.J Pediatr Ophthalmol Strabismus20034026571456083210.3928/0191-3913-20030901-05

[23] RiggsADX inactivation, differentiation, and DNA methylation.Cytogenet Cell Genet197514925109381610.1159/000130315

[24] SingalRGinderGDDNA methylation.Blood19999340597010361102

[25] JonesPABaylinSBThe epigenomics of cancer.Cell2007128683921732050610.1016/j.cell.2007.01.029PMC3894624

[26] MünzMKieuCMackBSchmittBZeidlerRGiresOThe carcinoma-associated antigen Ep-CAM upregulates c-myc and induces cell proliferation.Oncogene2004235748581519513510.1038/sj.onc.1207610

[27] MaetzelDDenzelSMackBCanisMWentPBenkMKieuCPapiorPBaeuerlePAMunzMGiresONuclear signalling by tumour-associated antigen Ep-CAM.Nat Cell Biol200911162711913696610.1038/ncb1824

[28] DimarasHKhetanVHallidayWOrlicMPrigodaNLPiovesanBMarranoPCorsonTWEagleRCJrSquireJAGallieBLLoss of RB1 induces non-proliferative retinoma: increasing genomic instability correlates with progression to retinoblastoma.Hum Mol Genet2008171363721821195310.1093/hmg/ddn024

[29] WenqiDLiWShanshanCBeiCYafeiZFeihuBJieLDaimingFEpCAM is overexpressed in gastric cancer and its downregulation suppresses proliferation of gastric cancer.J Cancer Res Clin Oncol20091351277851929441710.1007/s00432-009-0569-5PMC12160224

[30] CrightonDWilkinsonSO'PreyJSyedNSmithPHarrisonPRGascoMGarroneOCrookTRyanKMDRAM, a p53-induced modulator of autophagy, is critical for apoptosis.Cell2006126121341683988110.1016/j.cell.2006.05.034

[31] GoldsteinJCMuñoz-PinedoCRicciJEAdamsSRKelekarASchulerMTsienRYGreenDRCytochrome c is released in a single step during apoptosis.Cell Death Differ200512453621593372510.1038/sj.cdd.4401596

[32] BaeuerlePAGiresOEp-CAM (CD326) Finding its role in cancer.Br J Cancer200796417231721148010.1038/sj.bjc.6603494PMC2360029

[33] OrlicMSpencerCEWangLGallieBLExpression analysis of 6p22 genomic gain in retinoblastoma.Genes Chromosomes Cancer20064572821618023510.1002/gcc.20263

[34] GladdenABDiehlJALocation, location, location: the role of cyclin D1 nuclear localization in cancer.J Cell Biochem200596906131616373810.1002/jcb.20613

[35] YaariSJacob-HirschJAmariglioNHaklaiRRechaviGKloogYDisruption of cooperation between Ras and MycN in human neuroblastoma cells promotes growth arrest.Clin Cancer Res2005114321301595861310.1158/1078-0432.CCR-04-2071

[36] MacPhersonDConkriteKTamMMukaiSMuDJacksTMurine bilateral retinoblastoma exhibiting rapid-onset, metastatic progression and N-myc gene amplification.EMBO J200726784941723528810.1038/sj.emboj.7601515PMC1794380

[37] SakaiKTanookaHSasakiMSEjimaYKanekoAIncrease in copy number of N-myc in retinoblastomas in comparison with chromosome abnormality.Cancer Genet Cytogenet19883011926342203710.1016/0165-4608(88)90099-4

[38] AdithiMNaliniVKandalamMKrishnakumarSExpression of matrix metalloproteinases and their inhibitors in retinoblastoma.J Pediatr Hematol Oncol2007293994051755140210.1097/MPH.0b013e3180683bf1

[39] AdithiMVenkatesanNKandalamMBiswasJKrishnakumarSExpressions of Rac1, Tiam1 and Cdc42 in retinoblastoma.Exp Eye Res2006831446521702700210.1016/j.exer.2006.08.003

[40] BalzarMWinterMJde BoerCJLitvinovSVThe biology of the 17–1A antigen (Ep-CAM).J Mol Med1999776997121060620510.1007/s001099900038

[41] PauliCMünzMKieuCMackBBreinlPWollenbergBLangSZeidlerRGiresOTumor-specific glycosylation of the carcinoma associated epithelial cell adhesion molecule Ep-CAM in head and neck carcinomas.Cancer Lett200319325321269182010.1016/s0304-3835(03)00003-x

How the deposited data were processed for this re-analysis (not part of the article)

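Expression was measured on 2 one-color Agilent whole-genome arrays, 1 for siRNA-untreated Y79 cells and 1 for Y79 cells 48 h after Ep-CAM siRNA treatment. The samples were grouped by their labels and by the text of the paper, which both give an untreated control. The caption of Fig. 6 names untreated cells and, for its colors, a nonsilencing control siRNA as the reference. The AZC exposure of both cultures is given by the paper only. With 1 array per condition, every value is a comparison of these 2 arrays, and no test between the conditions and no p-value across genes was computed. The number of arrays limits the precision of every ratio.

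The deposited files hold spot intensity values, which the authors made with Agilent Feature Extraction. The header of the files gives its version as 9.5.3.1, and the series text gives another. The processed intensity of a spot is its brightness after subtraction of the background and correction of trends within the array, without scaling between arrays. The files also give the raw brightness of each spot and of its local background, and flags for spots that are saturated, outliers or well above background. The authors' processed values for the whole series were compared with these columns, and were the raw median brightness of each spot, neither background-subtracted nor scaled. They were used as an alternative.

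From the processed intensity, control spots and outlier spots were left out, each array was divided by its 50th percentile, values under 0.01 were set to 0.01 and log2 was taken. The spots of a probe were averaged. A probe counted as well above background where at least 50% of its spots did. The log2 ratio was siRNA-treated minus siRNA-untreated. Where a probe was dim or saturated on 1 array only, the ratio is a bound, and where it was dim or saturated on both no ratio was given. A probe was called higher at a log2 ratio of at least 1 and lower at -1 or less, which is the paper's ratio of 2.0 and 0.5 read on the linear scale. Intervals of shares are 95% Wilson intervals and cover counting error only. The median local background was 39.0 on both arrays, and the 153 negative control spots had a median brightness of 71.3 on the untreated and 71.9 on the siRNA-treated array. Of all probes, 28.3% were well above background on neither array, and for these the arrays cannot show a change.

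The rule for which genes to look up was fixed before the files were examined. It took Ep-CAM, every gene of Table 1 and Table 2, every gene the text names as measured on the arrays, GAPDH, HPRT1 and ACTB, and the 5 genes with the largest rise and the 5 with the largest fall among probes with a gene symbol measured on both arrays. TMEM106B was added after its values had been seen, and the spots beside the other DRAM probes (HSPA1A and ATP8B3) are given with it. A table gene was matched by the accession in the table and otherwise by its symbol, and of several probes the one with the highest mean signal over both arrays was taken. This choice leans toward probes that rise. Not every gene of the tables is named in the text. Of the 18070 distinct RefSeq accessions on the arrays, 16953 were found in a reference table of gene names (GRCh38.p14), of which no coordinates were used. Probe coordinates are those of the array design, on hg17.

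For 9 gene lists written before the files were examined (immediate early, p53 target, proliferation, interferon response, cancer-testis, photoreceptor, stress response, reference and Ep-CAM signaling genes), the median log2 ratio over the genes measured on both arrays was placed as a percentile among 10000 random lists of the same size, matched on mean signal in 20 bins. Calls and list percentiles were tested on simulated data made from the untreated array with the technical spread of 0.14. Of 200 probes changed by 2.0 on the log2 scale among 26976, 100% were called in the right direction and 0 unchanged probes were called. All 20 lists shifted by 0.3 lay above the 95th percentile, and 1 of 20 unshifted lists lay outside the central 90%. The change of 2.0 is many times that spread, and the shift of 0.3 is just over 2 technical spreads (0.28). The simulated spread was technical only, so the outcome checks the code and not how reliable the calls or list percentiles are. The log2 ratios had an SD of 0.33 over all measured probes and 0.51 in the corner of the array described below.

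The alternatives set before the data were examined were other scalings (75th percentile, quantile normalization, no scaling, the median of probes well above background on both arrays), normexp background correction with an offset of 50, the authors' processed values of the series, a floor of 5, the mean over all probes of a gene, other filters on dim probes and other readings of the thresholds. Added after the data were seen were the arrays without the corner at rows 355 to 532 and columns 43 to 85, the probe of each table gene nearest to the paper's value, and the normexp fit without the spot dimmer than its local background. A planned test of transcripts carrying a match to the seed of the siRNA was not run, because no transcript sequences were used here. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 for the normexp model.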

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

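The tests of the corner's scatter, of chance placement and of other probes, and those of the spike-in probes, TLN2 and LDHB, were chosen only after the results were seen. The test of a raised ratio throughout the corner was written before it was run, but after the map of changed probes had been seen. For TLN2 and LDHB the measure itself was changed, from the median of the spots around the probe to the share of them that fall, after the map had been seen.

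The probes that were higher after siRNA treatment lay together on the array, in a pattern the paper does not report. A corner of the surface held 71.7% of the higher probes printed once and 17.1% of all tested probes printed once. Because the corner was drawn after the map was seen, its share is larger than that of a region fixed beforehand. Chance placement of changed transcripts would leave the corner with about its share of all probes, and the observed share argues against it. A disturbance that raised the ratio throughout the corner is argued against by probes printed 10 times. Over 202 such probes, the 228 spots in the corner differed from the same probes' spots outside it by a median of -0.037. These spots scattered more than the 1533 spots outside, with an SD of the deviation of 0.33 against 0.15, 2.23 times as large. The scatter was larger on both arrays (0.26 against 0.14 on the untreated and 0.30 against 0.15 on the siRNA-treated array), and 3 spots in the corner and 0 outside it were off by at least 1. A candidate explanation is therefore a local disturbance of the corner on both arrays that moved different spots by different amounts. Many changed probes there lay in arc-shaped bands. The spread of the repeated spots cannot tell scatter of single spots from such bands. A disturbance does not by itself say why more spots rose than fell there.

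A rise of the transcripts in the siRNA-treated cells would appear at other probes of the same genes. For genes called higher in the corner, 0 of 81 other probes outside the corner passed the threshold (67 genes, upper end of the interval 4.53%), and their median log2 ratio was -0.03. This argues against the transcripts as the source of most of these rises. For higher probes outside the corner, 2 of 32 other probes passed (6.25%), and for lower probes 2 of 37 in the corner and 3 of 77 outside it, so disagreement between probes of a gene was not confined to the corner. The median log2 ratio of these other probes was -0.01 for the higher probes outside the corner. It was -0.13 for the lower probes in the corner and -0.20 for those outside it, which leans in the direction of the call but is short of the threshold. Other probes can also target other transcripts of a gene, which was not tested.

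The spike-in probes, which bind RNA added to the labeling and not RNA of the cells, were brighter on the siRNA-treated array. Of 10 spike-in probes 8 were measured on both arrays, with a median log2 ratio of 0.72 and values from 0.09 to 0.92. A different amount of spike-in mix or labeled RNA would move them by one amount, within 0.28 of the median (2 technical spreads). Of the 8 probes, 7 lay within that range. The largest distance was 0.63, for 1 of the 2 dimmest of them (signals of 71.2 and 76.8), so a single amount alone does not account for all 8. The range is that of single spots and is wide for means over about 30 spots, so the 7 probes within it do not show that one amount moved them. Whether a different amount acted together with an effect on single probes stays open. The spots of cellular transcripts were scaled to their own 50th percentile and not to the spike-ins. No biological explanation was tested.

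TLN2 had the largest fall among probes measured on both arrays and is not discussed in the paper. Its log2 ratio was -2.64 by a single spot outside the corner, and its other probe had -0.21. Of the 61 measured spots around it 4 fell past the threshold (6.56%, 95% Wilson interval 2.58 to 15.7%), against 0.634% of all measured probes outside the corner, while the median of the spots around it was -0.11. A local disturbance of the arrays may therefore have lowered it. A fall of the transcript after siRNA treatment was not tested beyond the other probe.

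LDHB, also not discussed in the paper, had a log2 ratio of -2.49 by its only probe, in the last column of the array. Of the 32 measured spots around it 1 fell past the threshold (3.13%, 0.554 to 15.7%). That interval takes in 0.634%, so a local disturbance and a fall of the transcript cannot be told apart with 1 spot on 1 array per condition.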

How the results depend on the processing

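The settings named here as added were chosen after the data were seen, and the others were set beforehand. No value of Ep-CAM appears here, because its probe was well above background on neither array in every setting. The mean over all probes of a gene gives no count of probes.

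The numbers of higher and lower probes stayed within 1.5 times those reported under the 75th percentile, quantile normalization, no scaling, the median of probes well above background on both arrays and the higher floor. The share of higher among changed probes was 57.8% as reported and 59.8%, 63.3%, 62.8% and 59.7% under those scalings. Quantile normalization left 56.1% of the downregulated table genes at the threshold and the mean over all matched probes of a gene 50.9%. Requiring a probe to be well above background on both arrays left 214 higher probes, which shows how many of the higher probes rest on bounds, and no filter gave 1048 higher and 1018 lower. The thresholds of the processing text gave 1177 and 495. Read as log2 ratios of at least 2.0 and at most -0.5, the thresholds gave 86 and 2224, with 14.7% of the upregulated and 80.7% of the downregulated table genes past them. These follow from which probes are let in and where the limit is set.

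Normexp moved the most results. It gave 45 higher and 1056 lower probes, a share of 4.09% higher, with 5.88% of the upregulated and 54.4% of the downregulated table genes at the threshold, a Pearson correlation with the tables of 0.723 and a Spearman correlation of 0.693. It moved the median of the measured probes by -0.18. The median log2 ratios of the gene lists became -0.62 for immediate early, -0.31 for p53 target, -0.25 for proliferation, -0.19 for interferon response, -0.21 for cancer-testis, -0.40 for stress response, -0.58 for reference and -0.40 for Ep-CAM signaling genes, and RARG reversed to -0.41. A spot of the siRNA-treated array had a local background of 5588.5, where the highest on the untreated array was 50.5. With it the fitted background mean of that array was -49.5, without it 19.9, and 19.8 on the untreated array. The added normexp fit without that spot gave 128 higher and 77 lower probes, 26.5% of the upregulated and 28.1% of the downregulated table genes, a Spearman correlation of 0.778 and a median of -0.17 for photoreceptor genes.

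The authors' processed values of the series gave 92 higher and 71 lower probes, 14.7% of the upregulated and 26.3% of the downregulated table genes, a Pearson and a Spearman correlation of 0.772 and 0.772, and medians of -0.11 for photoreceptor and -0.033 for reference genes. These values are not background-subtracted, and a background left in both arrays pulls ratios toward 0. How much of the change this makes was not tested.

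Leaving out the corner of the array, an added setting, gave 109 higher and 156 lower probes, 23.1% of the upregulated and 48.9% of the downregulated table genes with a probe left, and correlations of 0.674 (Pearson) and 0.661 (Spearman). A run of higher probes in columns 41 and 42 lies just past the drawn edge and stays in these counts, so they are not free of the pattern. Without the corner TPM1 reversed to -0.58 and BOLL to 0.44, each by a remaining probe of the gene. CCND3 (0.10) and ENO1 (0.014) went to values within the technical spread of 0.14 from 0, which is no change and not a reversal. Their remaining probes were much dimmer in untreated cells, with 108 against 1728 for CCND3 and 62.0 against 5936 for ENO1. With the probe nearest to the paper's value, also added, 79.4% of the upregulated and 84.2% of the downregulated table genes passed, the correlations were 0.920 and 0.970, which the choice of probe itself raises, and ENO1 went to 0.0036, because the table of downregulated genes prints its value without a minus sign.

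Of 69 named genes at the threshold, 68 kept it under the 75th percentile, 66 without scaling, 61 under quantile normalization, 56 with the mean over all matched probes, 36 under normexp and 27 with the authors' processed values of the series. The signal over background limits these results, since the 158 higher probes that passed by a bound had no measured level in untreated cells. A test of the siRNA's seed match was not run. No paired analysis was possible because there was 1 array per condition, and for the same reason no array could be left out.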

Differences from the paper's values

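The values of the fold-change column of Table 1 and Table 2 match the log2 scale of the arrays, and were set beside the log2 ratio of the brightest probe with the accession in the table. Of 89 genes compared, 68 had a value within the technical spread of 0.14 or a bound that the paper's value does not contradict, and 21 differed. Brightness was the mean over both arrays, which disfavors a probe that falls. In untreated cells alone the falling probe was the brighter one for IGF1 (101 against 93.3), RAB8A (52.4 against 45.5) and MTMR9 (76.3 against 62.5). For these genes the difference depends on that choice. The paper's counts of changed transcripts did not differ by more than 1.5 times from those found here.

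Among the upregulated genes, the paper's value is 4.908309 for DRAM, against -0.037 here. For PPP3R2 the paper's value is 2.201001 and the value here -0.17, and for TCF25 they are 2.112025 and -0.032. For PTGER4 the paper gives 1.424538 against -0.23, for CYCS 1.40148 against 0.020, for HTR5A 1.283948 against -0.070, for TUBB2A 1.269632 against 0.77, for FSCN1 1.247566 against 0.025, and for VASH1 1.085812 against -0.10.

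Among the downregulated genes, the paper gives -1.41077 for IGF1 against 0.089 here, -1.29951 for CNDP2 against -0.13, -1.26689 for MTMR9 against 0.29, -1.17285 for MEF2A against -0.44 and -1.15358 for OSGIN2 against -0.017. It gives -1.05392 for PCM1 against -0.57, -1.04274 for ELAVL1 against -0.16, -1.02394 for RAB8A against -0.082, -1.02281 for U2AF1 against -0.72, -0.50087 for MYCN against 0.30 and -0.5 for CDK6 against -0.23. For ENO1 the paper's value in the table of downregulated genes is printed as 1.24292 and the value here was -1.24, which apart from the sign lies within the technical spread of it.

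Of the alternatives set before the data were examined, normexp brought PCM1 within the technical spread of the paper's value, and no such alternative did so for the other 20 genes. Leaving out the corner of the array, chosen after seeing the values, brought MYCN and OSGIN2 within it. Taking another measured probe of the gene, the one nearest to the paper's value and so chosen after seeing the values, reached it for 13 of the 21 genes, which were TUBB2A, TCF25, FSCN1, ELAVL1, MTMR9, IGF1, MEF2A, RAB8A, MYCN, U2AF1, CNDP2, PCM1 and OSGIN2. For 5 more, PPP3R2, CYCS, DRAM, PTGER4 and VASH1, a probe not well above background in untreated cells reached it with its ratio as computed and not as a bound. For DRAM that probe is assigned to another accession than the one in the table. No probe reached the paper's value for HTR5A or CDK6, nor for ENO1 with the sign as printed.

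In Fig. 6 the paper draws TACSTD1, the gene for Ep-CAM, among the upregulated genes, while its only probe had signals of 15.6 and 12.0 here and was well above background on neither array. The paper lists M6PR as upregulated, and its brightest probe was well above background on neither array. The other M6PR probe, not well above background in untreated cells, was at least 2.12-fold higher. Its log2 ratio as computed, 3.00, reaches the value in the paper's table, and it was chosen after seeing the values. The paper names MYCN as downregulated, and its brighter probe had a positive log2 ratio here.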

Other observations

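The tests of JUN and PCNA spots and of GC content were chosen only after the results were seen. The tests on the interferon response and cancer-testis genes were written before the data were examined.

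The probes of JUN and PCNA were printed at 10 places each, and all 20 spots were lower after siRNA treatment, in the corner and outside it. A local disturbance of the arrays as the cause of these 2 falls would give spots that differ in direction from place to place, and the 20 spots argue against it. A difference between the 2 labeled RNA samples remains the candidate source of these falls, and whether they follow from the siRNA, the transfection or the variation between cultures stays open with 1 array per condition. For FOS and HES1, single spots outside the corner, 0 of 48 (95% Wilson interval 0 to 7.41%) and 0 of 57 (0 to 6.31%) measured spots around them fell past the threshold. Both intervals take in the 0.634% of all measured probes outside the corner, and so few spots leave open whether a local disturbance lowered them. For FOS the paper also reports a significant fall by Q-RT-PCR, which does not depend on the array surface. By the same method it reports CCND3 as lower and DRAM as higher, and it gives no such value for HES1. The other measured HES1 probe had 0.25.

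GC content of the probes, as a technical explanation of the ratios, had a correlation of 0.072 with the log2 ratio across 26976 measured probes, which argues against it as the main source. The ratio depended on brightness. The 941 measured probes with a mean log2 signal of at least 6 had a median of -0.30, and the 26035 others -0.02. Falls among bright genes lie partly within this shift. No biological explanation was tested for it.

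Double-stranded RNA can set off an interferon response. The 20 measured interferon response genes had a median log2 ratio of -0.01, at the 51.1 percentile of matched random lists. Their log2 ratios lay between -0.43 and 0.39, with 10 of the 20 above 0 and 0 at the threshold. Since the members went both ways and the sign of the median changed between scalings, the percentile decides nothing, and whether a weak interferon response differed between the arrays stays open. The prediction written beforehand counted any percentile under 95 against the response, and leaving it open was decided after the values were seen. The paper's AZC exposure is stated for both cultures and not in the labels. Of 25 cancer-testis probes, 14 were well above background on both arrays, 11 on neither and 0 on 1 array only, which argues against a difference in AZC exposure large enough to switch these genes on. No array of cells without AZC was analysed here, so whether these genes respond to AZC in Y79 was not tested. Ep-CAM, which the paper reports as restored by AZC, was well above background on neither array. The median of the cancer-testis genes was 0.01, at the 63.9 percentile.

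The other lists are given as descriptions of the 2 arrays. The immediate early genes had a median of -0.16 over 16 measured genes, at the 9.13 percentile, which was negative in every setting tried. Of this list 4 genes are named by the paper from these arrays. The p53 target genes had 0.01 over 20 genes, at the 82.5 percentile, with 2 genes named by the paper, and the proliferation genes 0.04 over 22 genes, at the 91.2 percentile, with 2 named by the paper. Both were negative under normexp. The stress response genes had 0.07 over 11 genes, at the 94.4 percentile, and turned negative under normexp and with the authors' processed values of the series. The reference genes had -0.17 over 8 genes, at the 33.1 percentile, and the Ep-CAM signaling genes -0.01 over 7 genes, at the 79.2 percentile, with a sign that changed between scalings. The photoreceptor genes had -0.33 over only 5 measured genes, at the 1.70 percentile, the lowest of the 9 lists, and stayed between -0.35 and -0.11 in the settings tried. Among 9 lists a percentile this far from the middle can arise by chance, and no list was tested against replicates.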
